# Transcriptional Changes in Radiation-Induced Lung Injury: A Comparative Analysis of Two Radiation Doses for Preclinical Research

**DOI:** 10.3390/ijms25073766

**Published:** 2024-03-28

**Authors:** Mohamed El-Agamy Farh, Hyun-Jin Kim, Sang-Yeon Kim, Jae-Hee Lee, Hajeong Lee, Ronglan Cui, Soorim Han, Dong Wook Kim, Sunjoo Park, Yoon-Jin Lee, Yun-Sil Lee, Insuk Sohn, Jaeho Cho

**Keywords:** radiation-induced lung injury, stereotactic body radiation therapy, 65 Gy and 75 Gy, inflammation and fibrosis stages, micro-computed tomography, histopathological analysis, RNA sequencing

## Abstract

In a recent stereotactic body radiation therapy animal model, radiation pneumonitis and radiation pulmonary fibrosis were observed at around 2 and 6 weeks, respectively. However, the molecular signature of this model remains unclear. This study aimed to examine the molecular characteristics at these two stages using RNA-seq analysis. Transcriptomic profiling revealed distinct transcriptional patterns for each stage. Inflammatory response and immune cell activation were involved in both stages. Cell cycle processes and response to type II interferons were observed during the inflammation stage. Extracellular matrix organization and immunoglobulin production were noted during the fibrosis stage. To investigate the impact of a 10 Gy difference on fibrosis progression, doses of 45, 55, and 65 Gy were tested. A dose of 65 Gy was selected and compared with 75 Gy. The 65 Gy dose induced inflammation and fibrosis as well as the 75 Gy dose, but with reduced lung damage, fewer inflammatory cells, and decreased collagen deposition, particularly during the inflammation stage. Transcriptomic analysis revealed significant overlap, but differences were observed and clarified in Gene Ontology and KEGG pathway analysis, potentially influenced by changes in interferon-gamma-mediated lipid metabolism. This suggests the suitability of 65 Gy for future preclinical basic and pharmaceutical research connected with radiation-induced lung injury.

## 1. Introduction

Lung cancer radiotherapy can cause damage to the surrounding normal tissues, known as radiation-induced lung injury (RILI). This injury can manifest as acute and reversible pneumonitis or, in severe cases, as chronic irreversible lung fibrosis [1]. While RILI is seldom fatal, the long-term fibrotic damage resulting from ionizing radiation (IR) exposure can lead to reduced pulmonary function, including hollow organ stenosis, compromised gaseous diffusion, and loss of tissue compliance, ultimately impacting the patient’s quality of life [2,3].

The importance of establishing a suitable small-animal model for studying RILI to accurately replicate the pathological manifestations of the disease and facilitate mechanistic investigations and therapeutic interventions has been underscored. However, a significant challenge in this endeavor lies in devising a system capable of precisely delivering IR doses to the lungs of small animals in a timely manner. Conventional models, which involve whole-lung irradiation at low doses (10–20 Gy), have been acknowledged for an extended period but suffer from time-intensive protocols. The induction of inflammation typically requires approximately four weeks, while the development of fibrosis necessitates 4 to 6 months [4,5]. To overcome these limitations, the adaptation of modern radiotherapy techniques, such as stereotactic radiation therapy (SBRT), to the scale of small animals is imperative. Remarkable progress has been made in small-animal modeling in radiation biology by a group of scientists who have successfully implemented high-dose radiation targeting specific lung regions, consistently inducing advanced fibrotic changes within a couple of months [6]. This breakthrough has opened up novel avenues for comprehensive research to elucidate the underlying mechanisms, pathogenesis, and potential therapeutic strategies for RILI.

In previous studies, 75 to 90 Gy was selected as the main experimental radiation dose, through which lung fibrosis developed within 2 months after IR exposure. Following the selection of 75 Gy from a series of publications, the pathogenesis of RILI was investigated at different levels (tissue, protein, and molecular levels), followed by an investigation into specific mechanisms, including epithelial–mesenchymal transition, endothelial–mesenchymal transition, and fibrosis-specific mechanisms [7,8]. However, as our research progressed to the drug development stage, despite our reliance on the 75 Gy IR dose, we became concerned that excessive radiation damage could carry a risk of underestimating the effectiveness of the candidate drug, especially at the early stage of disease development. Therefore, it was necessary to examine small volume-beamed lower doses in order to find a more appropriate dose for the RILI model.

Recent advancements in genome-wide transcriptome analyses such as microarrays and RNA sequencing (RNA-seq) have revolutionized our ability to explore the comprehensive transcriptomic profile of irradiated and non-irradiated lungs. These techniques have facilitated the identification of radiation-specific genes and pathways that hold potential as radiation-specific biomarkers or therapeutic targets for the development of RILI treatments [5,9,10,11]. Additionally, transcriptomic analysis has emerged as a crucial component in diagnostic research for RILI [6]. For instance, in the early stages of developing the modern RILI model, a comparative microarray study was conducted to examine the transcriptional differences between an innovative radiation methodology utilizing a high dose of 90 Gy and the conventional approach involving whole thoracic-exposed IR. The study revealed distinct molecular signatures for each model, despite substantial convergence at the morphological and cellular levels [6]. These findings highlight the importance of transcriptomic analysis in elucidating the unique molecular characteristics associated with different radiation exposure techniques and doses and their implications in RILI research.

In this study, we aimed to explore the molecular characteristics of 75 Gy-irradiated lungs of mice. Furthermore, for the purpose of animal model optimization, irradiation was performed at doses (65, 55, and 45 Gy) reduced from 75 Gy by 10 Gy, and it was confirmed that the lowest dose that consistently caused fibrosis within 2 months was 65 Gy. We investigated whether this 10 Gy dose reduction would make any difference in imaging, histopathology, and molecular signatures based on transcriptomic analysis in the RILI model and assessed its effects on RILI model suitability. This study highlights—for the first time—the dynamical changes in animal transcriptomes upon exposure to different focally applied high radiation doses. In addition, it serves as the stepstone towards appropriate preclinical studies connected with RILI by providing a more optimized animal model.

## 2. Results

### 2.1. Transcriptomic Analysis of 75 Gy-Based Small-Animal Model

In a series of previous studies, we found that 75 Gy was capable of inducing the two etiological scenarios associated with RILI pathogenesis, including the early pathological stage, pneumonitis, and the late stage, fibrosis. This was evidenced by clinical and histological examinations; however, unlike the previously applied higher dose (90 Gy), the molecular alterations that result from exposure to 75 Gy are unclear. 

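The libraries came from lungs of male C57BL/6 mice whose left lung had been irradiated focally with 75 Gy and from lungs of non-irradiated mice, with 3 libraries per group at each of 2 and 6 weeks. The authors made stranded mRNA libraries from the lesions, sequenced them in pairs on a NovaSeq instrument, trimmed the reads with Trimmomatic, aligned them to GRCm38.p6 with HISAT2 and estimated expression with StringTie. They deposited a whole-number read count for each of 45777 genes, listed by symbol and NCBI GeneID, without normalization. The step from StringTie's output to read counts is not described in the paper's text. The counts of all 17 libraries analysed here, 5 of which received 65 Gy, were fitted together with edgeR 4.0.16, so that each comparison rested on the same estimate of the spread between replicates. The edgeR function filterByExpr kept 22052 genes, TMM factors scaled the libraries, and a quasi-likelihood test compared each irradiated group with the non-irradiated group of the same time. Differentially expressed genes (DEGs) are genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the limits that the paper names. Values of single genes are counts scaled to library size with the TMM factors, in CPM, and standard errors (SE) are those of the fitted log2 fold changes. The non-irradiated libraries of 2 weeks are numbered 3126 to 3128 and those of 6 weeks 3135 to 3137, and the 75 Gy libraries are numbered 3132 to 3134 at 2 weeks and 3141 to 3143 at 6 weeks.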

Following dose application, we isolated total RNA after 2 and 6 weeks for RNA sequencing and analysis. 

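Between 46764569 and 66797879 reads were counted on genes in the 12 libraries of the 75 Gy and non-irradiated groups. The median was 50543026 in the non-irradiated and 59253841 in the 75 Gy libraries of 2 weeks, and 57608149 and 55052865 in those of 6 weeks. The 10 genes with the highest counts took from 6.39% to 9.27% of the counts of a library. The biological coefficient of variation that edgeR estimated within a group was largest in the 75 Gy libraries of 2 weeks, at 0.264, against 0.171 at 6 weeks, and it was 0.214 and 0.134 in the non-irradiated libraries of 2 and 6 weeks.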

RNA-seq and alignment data for the 75 Gy applied dose are summarized in Table 1. To understand the similarity and variation between the RNA profiles of control (non-irradiated) and 75 Gy-irradiated samples, as well as between the 2- and 6-week samples, we normalized raw reads and interpreted them using multidimensional scaling (MDS) and heatmap correlation plots. In the MDS analysis, samples were aggregated into principal components (PCs) based on the time and condition. 

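In a principal component analysis of log2 CPM (prior count 2) over the 22052 genes and 12 libraries, PC1 held 38.7% and PC2 15.1% of the variance. The 6 libraries of 6 weeks lay between 10.5 and 51.8 on PC2, and the 6 of 2 weeks between -65.1 and -4.22. The largest change came from keeping every gene with at least 1 count, which lowered the share of PC1 to 31.7%.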

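On PC1, the 6 libraries of 75 Gy-irradiated lungs lay between 28.9 and 75.9 and the 6 control libraries between -59.4 and -40.7. The mean Pearson r across genes was 0.0163 higher within than between these groups of libraries, more than in any other grouping of the 12 libraries apart from its mirror (2-sided exact permutation test, p = 0.00216, the smallest p that 924 arrangements allow).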

The RNA of non-irradiated samples clustered away from that of the irradiated samples. Similarly, the RNA from 2-week samples was clustered separately from that of 6-week samples (Figure 1a). Pearson correlation revealed two major clusters between non-irradiated and irradiated groups, which were then sub-clustered to segregated 2- and 6-week samples (Figure 1b). 

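The Pearson correlations of log2 CPM, which are across genes, ranged from 0.948 to 0.971 between 75 Gy libraries of 2 weeks and controls of 6 weeks, and had a median of 0.98 within the 2-week and 0.985 within the 6-week 75 Gy group. Genes are not independent replicates, so no p-value was taken from them. Complete linkage on the rows of this matrix placed all 12 libraries with their own irradiation status when the tree had 2 clusters. In 4 clusters, 9 of the 12 libraries had the most common status and time of their cluster. This count takes in a library alone in its cluster and 1 time of a mixed cluster. The 6 controls then shared 1 cluster, and the 75 Gy library 3134 of 2 weeks was alone. Control libraries 3127 and 3128 of 2 weeks had their highest correlation with a control of 6 weeks, at 0.983 and 0.984.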

In general, these data indicated the molecular distinction of 75 Gy-irradiated tissues and further highlighted molecular differences between the inflammation and fibrosis stages induced by exposure to 75 Gy.

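The correlation between libraries of the same time exceeded that between times by 0.0095 in the 6 libraries of 75 Gy and by 0.00252 in the 6 controls, each with an exact permutation p of 0.1 (2-sided), the smallest that 3 libraries against 3 allow. Between the controls of 6 and 2 weeks, 127 genes were called, against 2297 between irradiated and control lungs at 6 weeks. From the separation of the libraries by irradiation and by time, the paper concludes that 75 Gy-irradiated tissue is molecularly distinct and that its inflammation and fibrosis stages differ.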

Next, we identified the differentially expressed genes (DEGs) induced by 75 Gy at the inflammation and fibrosis stages using edgeR. 

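Among the called genes, 932 at 2 weeks and 1173 at 6 weeks had a mean of at least 1 log2 CPM and no overlap between the 3 irradiated and 3 control libraries, a separation that chance gives to 10% of genes. The largest rise among them at 2 weeks was that of Cxcl9 (GeneID 17329, chromosome 5 of GRCm38.p6, 92321331 to 92328079), from 0.574 ± 0.0518 CPM (SD, n = 3) to 57.0 ± 50.1 CPM (SD, n = 3), a log2 fold change of 6.63 (SE 0.72, adjusted p = 2.92e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Library 3134 held 114.8 CPM and the other libraries 25.6 and 30.6 CPM, and the log2 fold change was 5.61 without 3134. Saa3 and Cxcl10 followed. The largest falls were those of Cyp26b1 (-3.67, SE 1.08, adjusted p = 0.0239), Mmp9 (-2.36, SE 0.31, adjusted p = 0.000146) and Fabp1 (-2.24, SE 0.66, adjusted p = 0.0243). Fabp1 fell more without library 3132 (-3.86), and its adjusted p reached 0.155 among the alternatives. At 6 weeks, the immunoglobulin genes Ighg1 (GeneID 16017, chromosome 12, 113326541 to 113330523) and Ighv1-80 rose most, by 7.18 (SE 0.66, adjusted p = 5.4e-06) and 6.79 (SE 1.71, adjusted p = 0.00674) on the log2 scale. Ighv1-80 reached 503 CPM in library 3143 but 3.56 and 14.4 CPM in the other 75 Gy libraries, and its log2 fold change without 3143 was 2.53. Ngp (-4.53, SE 1.11, adjusted p = 0.00572), Slc4a1 (-3.56, SE 1.04, adjusted p = 0.0149) and D830031N03Rik (-3.28, SE 0.54, adjusted p = 0.000381) fell most. Control library 3135 held 41.3 CPM of Ngp and 22.2 CPM of Slc4a1, and without it the log2 fold changes were -1.85 and -1.11, with D830031N03Rik at most -2.93 in any fit that left out 1 library.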

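In the fit of all libraries, 590 more genes were called at 6 weeks than at 2 weeks after 75 Gy. The excess stayed above 0 in each fit that left out 1 library. It was smallest, at 118, without the 75 Gy library 3143 of 6 weeks and largest, at 1254, without the 75 Gy library 3134 of 2 weeks.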

As shown in Figure 1c, the total number of DEGs, including up- and downregulated genes, was higher in the 6-week samples than in the 2-week samples. The total numbers of DEGs in 2-week and 6-week samples were 1023 (742 up- and 281 downregulated) and 1305 (992 up- and 313 downregulated), respectively. 

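With the counts of all libraries in 1 fit, 1707 genes passed both limits at 2 weeks (1250 rose and 457 fell) and 2297 at 6 weeks (1606 rose and 691 fell), out of 22052 tested. The adjusted p alone was passed by 4922 and 7935 genes, the alternative with the largest effect. A fit of only the groups compared gave 834 genes at 2 weeks and 2322 at 6 weeks. The groups compared at 2 weeks had the largest spread, so an estimate shared by all groups may call too many genes there. At 2 weeks, 1097 genes were called without library 3134 and up to 2053 in the other fits that left out 1 library. At 6 weeks these fits gave from 1777 to 2548 genes.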

Using a Venn diagram, we were able to obtain more resolution on overlapping and distinct DEGs of the two groups. 

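Of the 3022 genes called in at least 1 of the 75 Gy comparisons, 982 (32.5%) were called at both stages. Their direction was the same in 975, of which 789 were higher and 186 lower than in controls at both stages, and opposite in 7. Among the fits that left out 1 library, the number called at both stages was lowest without library 3134 of 2 weeks, at 734. It was highest without the control library 3126, at 1083.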

We observed that 850 DEGs, accounting for nearly 31% of the total DEGs, were identified as overlapping DEGs. We named this group of DEGs IRiDEGs. For stage-specific DEGs, the inflammation-specific group (termed IsDEGs) had 573 DEGs, accounting for 21% of the total, whereas 1290 fibrosis-specific DEGs (termed FsDEGs) were identified, accounting for approximately 47% of the total DEGs. These results indicated that the number of FsDEGs was higher than that of the IsDEGs (Figure 1d).

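By the calls of the fit of all libraries, 725 genes (24.0%) were specific to the inflammation stage and 1315 (43.5%) to the fibrosis stage. The 725 became 363 without library 3134 and 286 in a fit of only the groups compared. The 1315 ranged from 899 to 1617 over the fits that left out 1 library.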

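A call at one stage alone does not test the stages against each other. Of the 725 genes called only at 2 weeks, 655 changed in the same direction at 6 weeks, with a median absolute log2 fold change of 1.36 at 2 weeks and 0.69 in the same direction at 6 weeks. Of the 1315 called only at 6 weeks, 1116 changed in the same direction at 2 weeks, with medians of 1.40 and 0.61. In the test of the 6-week against the 2-week effect of 75 Gy, each relative to its own control, 10 of the 725 and 30 of the 1315 genes were among the 56 that passed the limits of a DEG, and 266 and 586 of them had an unadjusted p under 0.05.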

To determine the primary functional process driven by each of the common and stage-specific DEGs, we performed Gene Ontology (GO) enrichment and pathway analysis using the webpage gene annotation and analysis platform Metascape, in which analyses were carried out using different ontology resources including GO biological processes, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, reactome gene sets, CORUM, TRRUST, PaGenBase, WikiPathways, and PANTHER pathways. 

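Lists of genes were written to stand for the terms of the paper's enrichment analysis and tested against the groups of the Venn diagram with a one-sided Fisher's exact test over the 22052 genes, with Benjamini-Hochberg adjustment over 176 tests, of which 41 had an adjusted p under 0.05. Of the 56 genes of a list for inflammatory response and leukocyte chemotaxis, 33 were called at both stages against 2.49 expected (adjusted p = 4.51e-29). The neutrophil list had 5 of 21 genes there against 0.935 expected (adjusted p = 0.00977). Its members fell more often than they rose, with 4 of 21 higher at 2 weeks (median log2 fold change -1.87, and -1.04 without control library 3126) and 3 of 21 higher at 6 weeks (median -0.95, and -0.66 without control library 3135). The mean log2 CPM of the list was 4.12 in 3135 and 2.40 and 2.63 in the other controls of 6 weeks. Over all 22 lists and 8 comparisons, camera with a preset inter-gene correlation of 0.01 gave 103 of 176 tests past an adjusted p of 0.05. Of these, 52 also passed with fry and 8 with an estimated correlation. For the neutrophil list, camera gave an adjusted p of 0.000133 at 2 weeks, which held with fry, and of 0.0638 at 6 weeks, which ranged from 0.0205 to 0.642 over the alternatives and was 0.00918, 0.0154 and 0.049 without libraries 3136, 3137 and 3142 and 0.238 without 3135.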

The results suggested that inflammatory response, leukocyte chemotaxis, positive regulation of response to external stimulus, regulation of immune system process, and neutrophil degranulation were the most significant ontologies and pathways in IRiDEGs (Figure 1e). 

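A list of 70 mitotic genes shared 34 genes with those called only at 2 weeks, against 2.30 expected (adjusted p = 1.84e-30 from Fisher's exact test). Lists for the responses to interferon-gamma and interferon-beta shared 19 of 50 (1.64 expected, adjusted p = 9.86e-15) and 12 of 43 genes (1.41 expected, adjusted p = 1.03e-07) with the same group. For interferon-gamma, a fit of only the groups compared gave an adjusted p of 1, so the overlap depends on which libraries share the fit. Without library 3134, 10 interferon-gamma genes were called at 75 Gy and 2 weeks, against 31 with it, so this overlap could then hold at most 10. For interferon-beta, 12 genes were called without 3134 and 22 with it. With all libraries, another 12 genes of the interferon-gamma list were called at both stages (2.23 expected, adjusted p = 1.27e-05). Among the genes called only at 6 weeks were 115 of 199 immunoglobulin genes (11.9 expected, adjusted p = 7.87e-86) and 17 of 73 genes of an extracellular matrix list (4.35 expected, adjusted p = 9.31e-06).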

Mitotic cell cycle, innate immune response, response to type II interferons, and positive regulation of cytokine production were the most significantly enriched ontologies in IsDEGs (Figure 1f), and immunoglobin production, circulatory system process, regulation of epithelial cell proliferation, calcium signaling pathway, regulation of cell activation, and cell–cell adhesion were the most significantly enriched ontologies and pathways in FsDEGs (Figure 1g).

### 2.2. Lowest Single Irradiation Dose to Induce RILF within 2 Months

We lowered the radiation dose from 75 Gy at 10 Gy intervals to 65 Gy, 55 Gy, and 45 Gy to find the lowest dose at which histologically distinct fibrosis was reproducibly induced 6 weeks after irradiation. The characteristic ring-like boundary, accompanied by a white-colored adjacent area typically observed at the beamed location following exposure to 75 Gy, consistently developed after exposure to 65 Gy. However, this phenotype was not consistently observed in animals exposed to IR at 55 Gy and 45 Gy. Histopathological analysis corroborated these observations, as the damaged area surrounding the beamed location was most evident at the lowest microscopic magnification in lung tissue slides from animals exposed to 65 Gy. In contrast, minimal damage was observed in lung tissue slides from animals exposed to 55 Gy and 45 Gy (Figure 2a). Moreover, the evaluation of collagen deposition through image analysis of slides stained with Masson’s trichrome revealed the highest accumulation in lung tissue slides from animals exposed to 65 Gy, while moderate and low accumulation were observed in lung tissue slides from animals exposed to 55 Gy and 45 Gy, respectively (Figure 2b). Based on these findings, we concluded that a radiation dose of 65 Gy was suitable for inducing a 2-month-based fibrotic reaction and selected this dose for subsequent comparative analysis with 75 Gy.

### 2.3. Comparative Imaging and Histopathological Analysis of 65 Gy and 75 Gy Models

We proceeded to validate the inflammatory and fibrotic effects of the 65 Gy radiation dose by comparing it closely with the previously established dose of 75 Gy. Initially, we observed minimal differences between the 65 Gy and 75 Gy doses in terms of gross observation. Both doses resulted in the formation of a ring-like boundary at the beamed location, accompanied by a white-colored adjacent area after 2 weeks. A more pronounced phenotype at the beamed location was observed in the lungs of irradiated mice after 6 weeks in both dose groups.

To further evaluate the irradiated lungs, we performed 2D and 3D image-based analysis using micro-computed tomography (micro-CT). This analysis indicated a clear manifestation of RILI in both the 2-week and 6-week irradiated mice compared to that in the control group. In both the 75 Gy- and 65 Gy-irradiated lungs, pulmonary consolidation was more commonly observed on the lesion side of the left lung (grey area) than in the control group, particularly in the 6-week group. However, the extent of damage caused by the 75 Gy dose was slightly greater than that by the 65 Gy dose (Figure 3a).

Histopathological analysis revealed a reduction in healthy air spaces, inflammatory cell infiltration, and collagen deposition in the 2-week and 6-week irradiated samples compared to that in non-irradiated tissues, regardless of the radiation dose applied (Figure 3b). Quantitatively, these criteria, especially the latter two, were higher in the 2-week irradiated tissues than in the 6-week irradiated tissues (Figure 3c–e). Overall, these findings indicate the successful establishment of the rodent model using either of the radiation doses. However, we observed some differences between the two irradiated tissue groups. For instance, foamy macrophages were only present in the slides from the 75 Gy-irradiated group, particularly in the 6-week group (Figure 3b). Additionally, higher numbers of infiltrated inflammatory cells and increased collagen deposition were observed in the 75 Gy-irradiated tissues compared to those in their 65 Gy counterparts. This dose-dependent difference was particularly evident in the collagen deposition of the 2-week irradiated tissues (Figure 3e).

### 2.4. Comparative Transcriptomic Analysis between 65 Gy and 75 Gy Models

After sequencing and filtering the total RNA of 56 irradiated lung samples, the obtained clean reads accounted for more than 98.5% of the raw reads, indicating the high quality of the acquired reads and suitability for further analysis. Notably, replicate no. 2 of the 6-week 65 Gy-irradiated tissues showed reduced reads in both raw and processed forms. Furthermore, it exhibited the lowest mapping ratio. However, the rest of the RNA-seq and alignment data generally exhibited high enough quality to conduct the downstream analyses. 

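Both 65 Gy libraries of 6 weeks that were analysed, 3138 and 3140, held 59653532 and 58298851 counts, within the range of the other groups, with 25769 and 26040 genes detected. No other library of this group is analysed here, so it has 2 replicates.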

Detailed RNA-seq and alignment data from 65 Gy-irradiated lungs can be found in Table 1.

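The 65 Gy libraries were counted by the authors in the same way as those of 75 Gy. The 3 libraries of 2 weeks, 3129 to 3131, held from 55544421 to 62685675 counts, with a median of 59947045. Their biological coefficient of variation was 0.143, and that of both 6-week libraries 0.166. Each was compared with the non-irradiated libraries of its time, which are also the controls of the 75 Gy groups, so the comparisons of both doses are not independent of each other. The doses were also compared directly at each time.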

Examining the Pearson correlation, two major clusters were observed, distinguishing between non-irradiated and irradiated groups, again indicating radiation-induced transcriptional differences regardless of the IR dose. Furthermore, each cluster was further sub-clustered to accurately distinguish between the 2-week and 6-week samples, regardless of the radiation dose (Figure 4a). 

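Over the 17 libraries, complete linkage placed each with its own irradiation status when the tree had 2 clusters. With Spearman in place of Pearson correlations, 11 of the 17 had the more common status of their cluster. With 11 irradiated libraries among the 17 this count cannot be lower, so it is no evidence of a separation by irradiation. Pearson r across genes was 0.0129 higher on average within the 11 irradiated and the 6 control libraries than between them (2-sided exact permutation test, p = 8.08e-05, the smallest that 12376 arrangements allow).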

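When the tree of 17 libraries had 4 clusters, 11 libraries had the most common irradiation status and time of their cluster, and 14 did with average linkage on 1 minus r. The 6 controls shared a cluster, library 3134 was alone, and 2 of the 75 Gy libraries of 6 weeks, 3142 and 3143, were apart from the other irradiated libraries. The library nearest to each of the 3 libraries of 65 Gy at 2 weeks was the 75 Gy library 3133 of the same time, with r between 0.985 and 0.987.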

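Among the 11 irradiated libraries, Pearson r was 0.00754 higher on average within a time than between 2 and 6 weeks, the largest difference over 462 arrangements (1-sided exact permutation test, p = 0.00216). Between the doses, the difference was 3.43e-05 at 2 weeks (p = 0.5) and 0.00168 at 6 weeks (p = 0.2), in 1-sided exact permutation tests that could not go below 0.1.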

Overall, these results again confirm the molecular distinction between the inflammation and fibrosis stages. Furthermore, they suggest a partial similarity in the transcriptional response between 75 Gy and 65 Gy during RILI development.

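The log2 fold changes of both doses against their shared controls had a Pearson r of 0.856 and a Spearman rho of 0.785 across the 22052 genes at 2 weeks, and 0.824 and 0.826 at 6 weeks. Genes are not independent replicates, and the shared controls add to this correlation. In 20 simulations in which no gene changed, r had a median of 0.513 at 2 weeks (from 0.482 to 0.544) and 0.430 at 6 weeks (from 0.391 to 0.481). At 2 weeks 864 genes were called at both doses and at 6 weeks 1043, with 0 in opposite directions. The simulations called 0 genes at 75 Gy, so they do not measure how the shared controls affect the number of shared calls. With every gene of at least 1 count in the fit, r was 0.605 at 2 weeks and 0.564 at 6 weeks.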

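For 65 Gy against controls, 1164 genes were called at 6 weeks and 960 at 2 weeks. The excess at 6 weeks became -59 without control library 3136 and 450 without the 65 Gy library 3129. The adjusted p alone was passed by 3234 and 2422 genes.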

Following the calculation of DEGs among the transcripts of the 65 Gy-irradiated groups, we observed higher DEGs in the fibrosis stage than in the inflammation stage. Moreover, there were more upregulated genes than downregulated genes at both stages (Figure S1a), which was also observed in 75 Gy-irradiated groups. 

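Of the genes called after 65 Gy, 766 rose and 194 fell at 2 weeks, and 956 rose and 208 fell at 6 weeks, so 79.8% and 82.1% were higher than in controls. After 75 Gy the shares were 73.2% and 69.9%. Among the other scalings, upper-quartile factors moved a share most, to 73.7% at 75 Gy and 6 weeks. Without the fold-change limit the excess of genes that rose was smaller or absent, with 1477 higher and 945 lower at 2 weeks and 1689 and 1545 at 6 weeks after 65 Gy, and 2607 and 2315 at 2 weeks and 3963 and 3972 at 6 weeks after 75 Gy. At 65 Gy, Gpnmb (GeneID 93695, chromosome 6, 49036518 to 49058182) rose most at 2 weeks after Saa3 and Cxcl9, from 17.7 ± 2.61 to 509 ± 85.1 CPM (SD, n = 3 each), a log2 fold change of 4.85 (SE 0.31, adjusted p = 3.17e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl9 rose by 5.58 (SE 0.70, adjusted p = 0.000184). Cyp1a1 (-4.28, SE 1.31, adjusted p = 0.0486), Fabp1 (-3.65, SE 0.72, adjusted p = 0.00472) and Cst8 (-2.38, SE 0.35, adjusted p = 0.000611) fell most. Control library 3128 held 284 CPM of Cyp1a1 against 22.7 and 18.2 CPM in the other controls, and the log2 fold change without it was -1.87. At 6 weeks, Igkv8-24 (6.61, SE 0.74, adjusted p = 5.84e-05) and Ighv1-80 (5.76, SE 1.69, adjusted p = 0.0345) rose most with Saa3, and Upk3b (-2.92, SE 0.68, adjusted p = 0.0113), Lrrn4 (adjusted p = 0.0188) and Bex2 (-1.86, SE 0.46, adjusted p = 0.0147) fell most. Ighv1-80 was at 166 CPM in library 3138 and 3.45 CPM in library 3140, and in 3 of the fits that left out 1 library it was no longer called.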

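The 75 Gy comparisons had 747 more called genes than the 65 Gy comparisons at 2 weeks and 1133 more at 6 weeks. The excess at 2 weeks was 4 without the 75 Gy library 3134 and -39 in a fit of only the groups compared. At 6 weeks it stayed between 664 and 1409 over the fits that left out 1 control or 75 Gy library. The 65 Gy group of 6 weeks had 2 replicates, and with 2 of its 3 replicates the 75 Gy group still gave at least 1777 calls. A direct test of 75 Gy against 65 Gy called 0 genes at each time, where 1570 genes at 2 weeks and 1431 at 6 weeks had an unadjusted p under 0.05 and chance gives 1103. The smallest adjusted p was 0.0574 at 2 weeks and 0.0656 at 6 weeks. At 2 weeks, 5 of 10 splits of the same libraries, the real one included, gave at least 1570 genes at an unadjusted p under 0.05. The excess over 1103 is therefore no evidence of a dose effect at 2 weeks, and no splits were made for the doses at 6 weeks. Over the genes called from the mean of both doses, the log2 fold change at 75 Gy exceeded that at 65 Gy by a median of 0.27 at 2 weeks, which was 0.02 without library 3134 and at most 0.43 without any other library, and by 0.25 at 6 weeks, which stayed between 0.21 and 0.37 with any 1 control or 75 Gy library of 6 weeks left out. Over the same genes, without a new test, it was 0.26 without either of the 65 Gy libraries 3138 and 3140.

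**Figure D1:**
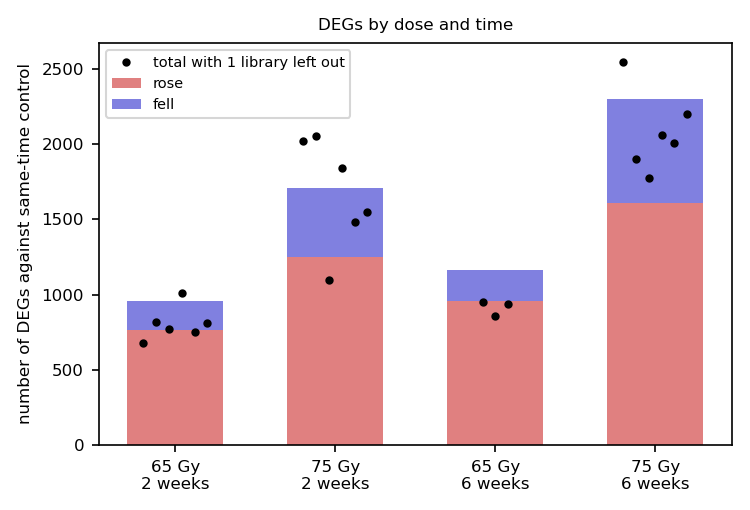
Number of DEGs in each comparison of an irradiated group with its controls, as stacked bars of genes that rose and genes that fell, on a vertical axis in genes. Each dot is the total with 1 library left out, and the dots for 75 Gy at 2 weeks span 1097 to 2053 genes.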

Comparing the 65 Gy-irradiated mice with 75 Gy-irradiated counterparts, the number of DEGs in the 65 Gy-irradiated groups was consistently lower than that in the 75 Gy-irradiated groups, regardless of the time point, indicating a greater impact of 75 Gy IR dose at the transcriptional level (Figure S1b).

Further analysis of biological processes and pathway enrichment demonstrated time-dependent clustering. 

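The comparison of log2 fold changes across genes gave a Pearson r of 0.593 between 2 and 6 weeks at 75 Gy and of 0.509 at 65 Gy, below the values between doses at the same time. The comparisons of different times share no control library. For 75 Gy, the simulations without changed genes had a median r of -0.00319 between the times.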

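Of the 22 lists, camera gave an adjusted p under 0.05 for 13 after 75 Gy and 12 after 65 Gy at 2 weeks, and for 16 and 15 at 6 weeks. With fry as well, these numbers were 11, 8, 12 and 12. The numbers from camera alone are weak evidence, since splits of the same libraries into other groups of 3 gave from 6 to 15 lists for 75 Gy and from 6 to 14 for 65 Gy at 2 weeks, and from 10 to 17 for 75 Gy at 6 weeks. With adjustment over 1 comparison, as in the splits, the real groups gave 14, 12 and 18. A list of 42 p53 targets was higher in each comparison, with a median log2 fold change of 0.86 and 0.80 at 2 weeks (33 of 42 genes higher at each dose, adjusted p = 4.64e-28 at 75 Gy and 1.13e-41 at 65 Gy) and of 0.71 and 0.43 at 6 weeks (34 and 31 genes higher, adjusted p = 3.51e-14 and 3.65e-17). With an estimated correlation, the adjusted p of this list at 75 Gy and 6 weeks was 0.0682, and those of the other 3 comparisons stayed at most 0.0465.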

Overlapping and distinct enrichments were observed between the 2-week and 6-week clusters. For example, inflammatory and immunological responses, as well as immune cell activation, were predominantly represented in all groups, while the mitotic cell cycle process and immunoglobulin production were specifically enriched in the 2-week and 6-week groups, respectively. Additionally, certain enrichments were higher in the inflammation group than in the fibrosis group, such as the response to interferon-beta. 

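The median log2 fold change of the inflammatory list was 1.79 and 1.20 at 2 and 6 weeks after 75 Gy (44 and 43 of 56 genes higher, camera adjusted p = 7.76e-23 and 1.1e-17) and 1.27 and 1.10 after 65 Gy (42 genes higher at each time, adjusted p = 1.34e-19 and 5.28e-21). The mitotic list had medians of 1.70 at 75 Gy and 1.62 at 65 Gy at 2 weeks, with 69 of 70 genes higher at each dose, and it was also higher at 6 weeks, at 0.81 (69 genes) and 0.75 (68 genes). Its adjusted p at 6 weeks was 1.27e-10 for 75 Gy and 4.62e-13 for 65 Gy. The immunoglobulin list of 199 genes had a median of 2.40 at 75 Gy (181 genes higher, adjusted p = 3e-11) and 1.78 at 65 Gy (174 genes higher, adjusted p = 9.72e-12) at 6 weeks. The value at 65 Gy was 0.80 without library 3138. All of these calls held with fry, and none held with an estimated correlation, under which the adjusted p was at least 0.0887.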

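For the interferon-beta list, the median log2 fold change was 1.09 (41 of 43 genes higher, camera adjusted p = 8.08e-18) after 75 Gy and 0.79 (40 genes, adjusted p = 1.48e-18) after 65 Gy at 2 weeks. Without library 3134, whose mean log2 CPM over the list was 6.12 against 5.22 and 5.15 in the other 75 Gy libraries, the median at 75 Gy was 0.55. At 6 weeks it was 0.44 (37 genes, adjusted p = 2.66e-05) and 0.26 (33 genes, adjusted p = 0.00299). The calls at 2 weeks held with fry, and those at 6 weeks did not, with an adjusted p of 0.0502 and 0.286.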

Regarding differences between the 65 Gy- and 75 Gy-irradiated groups, both exhibited similar enriched terms regardless of the stage.

However, the 75 Gy-irradiated group showed more significant enrichment at 2 weeks than the 65 Gy-irradiated group. Moreover, the terms myeloid leukocyte activation and response to interferon-gamma were more enriched in the 75 Gy-irradiated group at 2 weeks compared to those in the other groups (Figure 4b).

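In the direct comparison of 75 Gy with 65 Gy, camera gave an adjusted p under 0.05 for 11 of the 22 lists at 2 weeks and 9 at 6 weeks, of which 1 and 0 passed with fry. The number at 2 weeks carries no information on dose, since 9 of the 10 splits of these 6 libraries into 3 and 3, the real one included, gave at least 11 lists, and the others gave from 10 to 15. The mean log2 CPM of the inflammatory list was 0.32 higher at 75 Gy than at 65 Gy at 2 weeks (2-sided exact permutation test, p = 0.5) and 0.28 higher at 6 weeks (p = 0.2), where p could not go below 0.1. Library 3134 held 5.19 against 4.37 and 4.28 in the other 75 Gy libraries of 2 weeks, and without it the difference at 2 weeks was 0.030. The difference at 6 weeks was 0.18 without library 3138.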

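The interferon-gamma list had a median log2 fold change of 1.13 at 75 Gy and 2 weeks (47 of 50 genes higher, camera adjusted p = 3.49e-13), 0.60 at 65 Gy and 2 weeks (43 genes, adjusted p = 1.05e-07), 0.34 at 75 Gy and 6 weeks (34 genes, adjusted p = 0.0137) and 0.47 at 65 Gy and 6 weeks (40 genes, adjusted p = 0.00084). With fry, the adjusted p was 0.0347 at 75 Gy and 2 weeks and at least 0.144 in the others. At 6 weeks, the median at 75 Gy was 0.22 without library 3142 and that at 65 Gy 0.22 without 3138. Between the doses at 2 weeks, 49 of 50 genes were higher at 75 Gy, by a median of 0.54 (camera adjusted p = 2.17e-11, fry adjusted p = 0.364). Library 3134 decided this value. The mean log2 CPM of the list was 6.52 in 3134 and 5.05 and 5.24 in the other 75 Gy libraries of 2 weeks, against 5.00 to 5.46 in the 3 libraries of 65 Gy. Without 3134, the median at 75 Gy was 0.54, against 0.60 at 65 Gy, and the camera adjusted p between the doses was 0.303 in the opposite direction. The difference of the means of 3 libraries per dose, 0.42, had an exact permutation p of 0.6 (2-sided). The gene for interferon-gamma itself, Ifng (GeneID 15978, chromosome 10, 118441046 to 118445894), had a log2 fold change of 1.23 (SE 0.46, adjusted p = 0.0666 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 75 Gy and 0.56 (SE 0.46, adjusted p = 0.503) at 65 Gy.

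**Figure D2:**
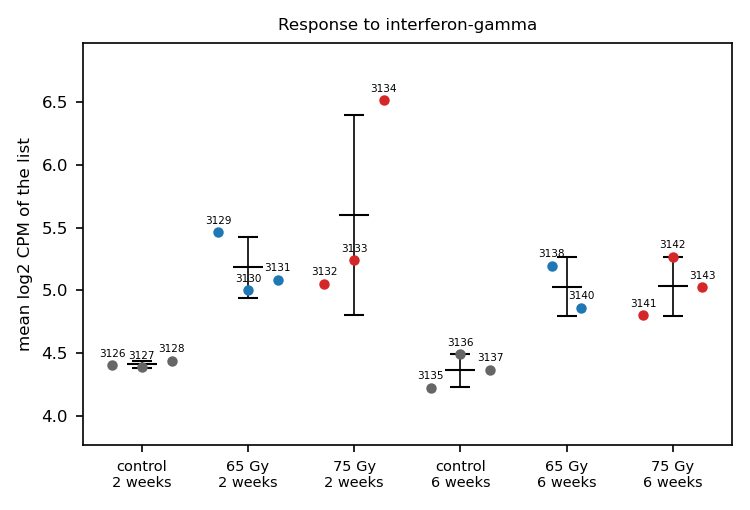
Mean log2 CPM of the interferon-gamma list in each numbered library (dots), by dose and time, with the mean of each group and its SD (bars). Library 3134 of 75 Gy at 2 weeks stands at 6.52 and every other irradiated library at or under 5.46.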

### 2.5. Validation of Similarities and Differences between 65 Gy and 75 Gy Models by Reverse Transcription Quantitative PCR (RT-qPCR)

To validate the findings from our GO and KEGG analyses, we performed RT-qPCR to confirm the expression of selected DEGs. The top DEGs with the highest fold changes and significant *p*-values were chosen for this analysis, representing different categories of DEGs. 

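Over the 4 comparisons of an irradiated group with controls, 3176 genes were called at least once, and 475 in all 4. Called at 2 weeks at both doses and at neither dose at 6 weeks (IintDEGs) were 242 genes, and called at 6 weeks at both doses and at neither at 2 weeks (FintDEGs) were 330. Called only at 75 Gy and 2 weeks (2w75sDEGs) were 449 genes, a number that was 163 without library 3134 and 718 without library 3133. Called only at 75 Gy and 6 weeks (6w75sDEGs) were 958, with 591 without library 3143.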

The selection was based on Venn diagram analysis, which identified common and dose-specific DEGs in the four groups (Figure S2). 

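Saa3 (GeneID 20210, chromosome 7, 46711998 to 46719615) and Cxcl10 (GeneID 15945, chromosome 5, 92346638 to 92348889) were called in all 4 comparisons, with no overlap between irradiated and control libraries. Saa3 was at 0.794 ± 0.596 CPM (SD, n = 3) in controls, 74.2 ± 51.2 CPM (SD, n = 3) after 75 Gy and 65.5 ± 25.1 CPM (SD, n = 3) after 65 Gy at 2 weeks. Its log2 fold change was 6.53 (SE 0.58, adjusted p = 5.72e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 75 Gy and 6.36 (SE 0.58, adjusted p = 1.26e-05) at 65 Gy. At 6 weeks it was 6.24 (SE 0.62, adjusted p = 1.05e-05) and 5.90 (SE 0.64, adjusted p = 4.65e-05). Cxcl10 rose by 5.11 (SE 0.55, adjusted p = 2.8e-05) at 75 Gy and 4.57 (SE 0.54, adjusted p = 0.000123) at 65 Gy at 2 weeks, and by 3.85 (SE 0.53, adjusted p = 0.000114) and 3.54 (SE 0.55, adjusted p = 0.000898) at 6 weeks. The value of Cxcl10 at 75 Gy and 2 weeks was 4.25 without library 3134, which held 67.6 CPM against 17.1 and 21.9 CPM in the others.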

We selected specific genes, namely *SAA3* and *CXCL10*, to represent the intersected DEGs that generally responded to radiation (IRintDEGs). 

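Acod1 (GeneID 16365, chromosome 14, 103047012 to 103056573) was at 1.36 ± 0.261 CPM (SD, n = 3) in controls of 2 weeks and rose by 4.15 on the log2 scale (SE 0.86, adjusted p = 0.00308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 75 Gy and by 2.90 (SE 0.82, adjusted p = 0.035) at 65 Gy. Library 3134 held 63.5 CPM against 4.20 and 4.73 CPM in the other 75 Gy libraries, and the log2 fold change without it was 1.72. At 65 Gy, Acod1 was no longer called in 6 of the fits that left out 1 library. A fit of only the groups compared gave an adjusted p of 0.0671 at 75 Gy, the highest of a range from 8.29e-06. Ska1 (GeneID 66468, chromosome 18, 74195299 to 74207818) rose by 2.54 (SE 0.45, adjusted p = 0.00122) at 75 Gy and 2.27 (SE 0.45, adjusted p = 0.00516) at 65 Gy, from 0.336 ± 0.203 to 1.99 ± 0.557 and 1.64 ± 0.516 CPM (SD, n = 3 each), with each irradiated library above each control.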

*ACOD1* and *SKA1* were chosen as representatives of the 2-week-specific DEGs related to inflammation (inflammation-intersected DEGs, IintDEGs). Furthermore, *ADIPOQ*, *CAR3*, and *PLIN1* were selected as representatives of the 2-week 75 Gy-specific DEGs (2w75sDEGs). 

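Adipoq (GeneID 11450, chromosome 16, 23146536 to 23157968) was at 5.56 ± 0.911 CPM (SD, n = 3) in controls of 2 weeks and at 0.715 ± 0.661 CPM (SD, n = 3) after 75 Gy, a log2 fold change of -2.93 (SE 1.03, adjusted p = 0.0531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Car3 (GeneID 12350, chromosome 3, 14863538 to 14872381) fell from 36.3 ± 5.80 to 4.77 ± 5.20 CPM (SD, n = 3 each), a log2 fold change of -2.91 (SE 1.14, adjusted p = 0.0804), and Plin1 (GeneID 103968, chromosome 7, 79721164 to 79732904) from 2.83 ± 0.596 to 0.451 ± 0.0627 CPM (SD, n = 3 each), a log2 fold change of -2.64 (SE 0.97, adjusted p = 0.0633). Each 75 Gy library was below each control for all 3 genes, and none passed the adjusted limit. The unadjusted p was 0.0122, 0.022 and 0.0156. Over the alternatives, the adjusted p ranged from 0.0181 to 0.0602 for Adipoq, from 0.0389 to 0.095 for Car3 and from 0.00659 to 0.076 for Plin1. Without library 3134 it was 0.161, 0.202 and 0.137, the highest values with 1 library left out. At 65 Gy, the log2 fold changes were -0.50 (SE 0.93, adjusted p = 0.792), -0.49 (SE 1.05, adjusted p = 0.828) and 0.49 (SE 0.86, adjusted p = 0.782). Library 3129 decided these values. It held 10.5 CPM of Adipoq against 0.523 and 0.695 CPM in the other 65 Gy libraries, 71.0 CPM of Car3 against 3.00 and 3.60 CPM, and 10.7 CPM of Plin1 against 0.745 and 0.517 CPM. Without 3129, the log2 fold changes at 65 Gy were -3.19, -3.46 and -2.16. Direct comparison of the mean log2 CPM of an adipocyte list of 25 genes gave -0.98 at 75 Gy relative to 65 Gy (2-sided exact permutation test, p = 0.3, smallest possible 0.1), and -0.21 without 3129.

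**Figure D3:**
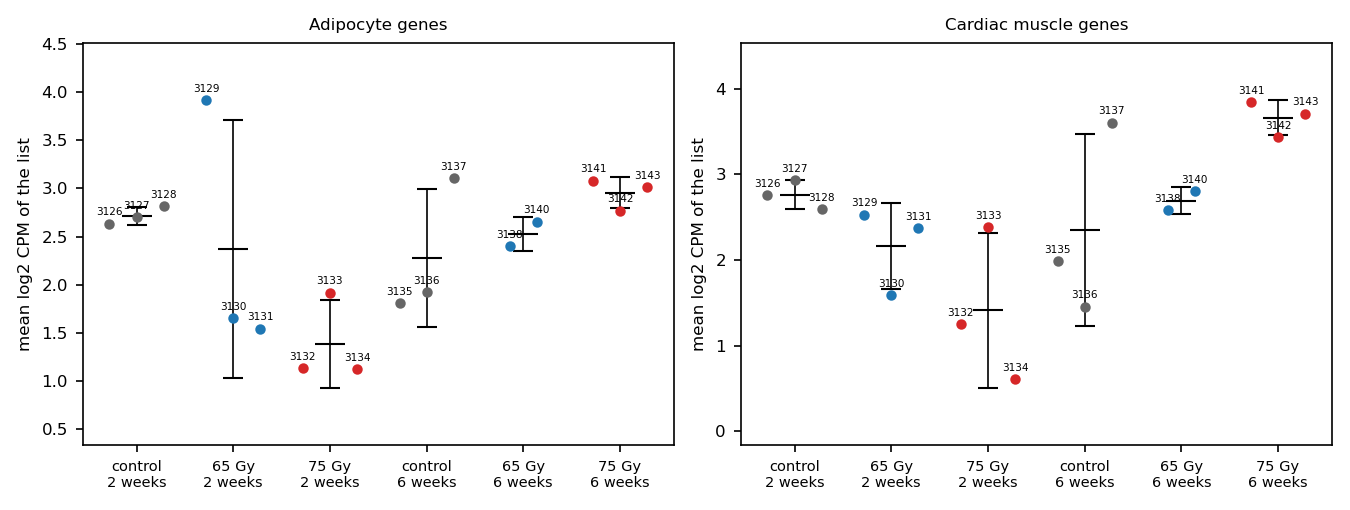
Mean log2 CPM of the adipocyte list and of a cardiac muscle list in each numbered library (dots), by dose and time, with the mean of each group and its SD (bars). For the adipocyte list, library 3129 stands at 3.92 and the other 65 Gy libraries of 2 weeks at 1.54 and 1.66.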

Unfortunately, due to low RNA yield in the 6-week groups, which limited our ability to perform RT-qPCR analysis, we were unable to examine the expression of the top DEGs representing the 6-week groups. A list of genes and their corresponding RT-qPCR primers can be found in Table S1.

As shown in Figure 5a, the expression of *SAA3*, *CXCL10*, *ACOD1*, and *SKA1* was upregulated in the irradiated groups compared to that in the non-irradiated groups. Additionally, the expression of *ADIPOQ*, *CAR3*, and *PLIN1* was significantly suppressed in the 75 Gy-irradiated group, while no significant changes were observed in the 65 Gy-irradiated group.

To assess the correlation between the fold change in DEGs obtained from RNA-seq and RT-qPCR results, we performed a correlation analysis. The results indicated a high correlation between the two datasets, with *R*² values of 0.96 and 0.98 for the 75 Gy- and 65 Gy-irradiated groups, respectively (Figure 5b). This high correlation suggests the reliability of our downstream analysis and strengthens the confidence in our findings.

## 3. Discussion

We previously established a focally applied high-radiation-dose animal model based on a radiation dose of 75 Gy. In this study, we aimed to explore the associated transcriptomic signature. In addition, we aimed to optimize the high-dose ionizing radiation rodent model by lowering the radiation dose. Previous studies analyzing the transcriptome of classic RILI models have consistently identified inflammatory response, macrophage activation, cell cycle, DNA damage, mitotic division, and extracellular matrix (ECM) remodeling as the most representative biological processes and pathways [5,10,11].

Transcriptomic data analysis after a radiation dose of 75 Gy revealed DEGs encoding several proteins known to serve as biomarkers for inflammation and fibrosis stages. These proteins included TGF-β-induced protein, TNF and its associated proteins, granulocyte–macrophage colony-stimulating factors and their associated proteins, IL-4 and its associated proteins, IL-1a, PDGF, and IL-6. This initial finding presents a promising opportunity for utilizing the data in subsequent investigations. 

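Of 22 genes for these proteins and their associated proteins that were tested, 13 were called at 2 weeks and 8 at 6 weeks after 75 Gy, and 9 at each time after 65 Gy, all of them higher. Adjusted over the list alone, the numbers were 13, 8, 10 and 9. The list follows the paper's own choice from these samples, so the second set of numbers is not independent evidence. At 2 weeks after 75 Gy, Tgfbi rose by 1.90 (SE 0.32, adjusted p = 0.000837 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Tnf by 1.97 (SE 0.24, adjusted p = 7.72e-05), Csf2 by 1.20 (SE 0.24, adjusted p = 0.00264) and Il6 by 2.88 (SE 0.56, adjusted p = 0.00223). Csf2rb, Csf2rb2, Il4i1, Il1a and Pdgfc rose by 1.71, 2.23, 1.99, 1.28 and 1.15 on the log2 scale, with adjusted p of at most 0.000791. Library 3134 held 522 CPM of Tgfbi against 150 and 190 CPM in the other 75 Gy libraries, and without it the log2 fold changes of Tgfbi, Csf2rb and Csf2rb2 were 1.14, 1.08 and 1.43. Csf2 was no longer called without library 3132 (0.99) and Pdgfc without 3134 (1.00, just under the limit). Il6 was at 3.91 without control library 3126. At 6 weeks, Il6 rose by 3.70 (SE 0.56, adjusted p = 0.000218), Pdgfc by 1.98 (SE 0.15, adjusted p = 7.86e-07), Csf2rb by 1.46, Csf2rb2 by 2.09 and Il4i1 by 1.47. Tgfbi (0.86, adjusted p = 0.0431), Tnf (0.84, adjusted p = 0.0129), Il1a (0.93, adjusted p = 0.00238) and Pdgfb (-0.95, adjusted p = 0.000159) passed the adjusted limit with an absolute log2 fold change under 1. Il4 (GeneID 16189, chromosome 11, 53612460 to 53618665) was at 0.257 ± 0.0474 CPM (SD, n = 3) in controls and 0.223 ± 0.150 CPM (SD, n = 3) after 75 Gy at 2 weeks, a log2 fold change of -0.22 (SE 0.68, adjusted p = 0.856), and at 0.03 (SE 0.74, adjusted p = 0.976) at 6 weeks.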

Downstream analysis of the transcriptomic data indicated a similar GO enrichment pattern, which was validated via RT-qPCR analysis. During the early stages of RILI, the exposure of normal tissue to radiation induces the production of reactive oxygen species (ROS), leading to DNA damage, impaired cell division, and eventually, cell apoptosis. In the later stages, when macrophage activation is dysregulated due to suppressed anti-inflammatory processes, pro-inflammatory cytokines are overproduced, which triggers fibroblast proliferation, activation, and differentiation into myofibroblasts, contributing to tissue fibrosis [12]. Therefore, the enrichment of biological processes and pathways associated with DNA damage and the cell cycle during the early stages and with macrophage activation, immunoglobulin production, and ECM remodeling during the later stages reflects these cellular processes. Notably, immunoglobulin production has not been observed in previous transcriptomic explorations of classic RILI models. However, experimental observations have indicated that secretory immunoglobulin induces fibroblast proliferation, activation, differentiation into myofibroblasts, and collagen production, similar to the effects of TGF-β1 [13]. This emphasizes the role of immunoglobulins in the induction of the fibrosis stage of the high-dose RILI model.

We conducted a comparative diagnostic study to evaluate the suitability of 65 Gy and 75 Gy as radiation doses for future preclinical studies. Our investigation involved CT imaging, histopathological analysis, and molecular assessments. We focused on the clinical impact of 75 Gy, particularly its effect on lung volume reduction, using micro-CT imaging. The results showed a reduction in lung volume of approximately 15–20% at 6 weeks post-irradiation, consistent with previous findings. Comparatively, the lung volume reduction observed at 65 Gy was lower than that at 75 Gy. This discrepancy suggested that the higher dose of 75 Gy might lead to excessive damage. Histopathological analysis supported the micro-CT observations, revealing more fibrotic features in the tissues exposed to 75 Gy, especially during the inflammation stage. Notably, in the 2-week 65 Gy-irradiated tissues, the lesions in the targeted area were not clearly visible, unlike in the 75 Gy-irradiated tissues in our study and previous studies [14]. Additionally, the presence of foamy macrophages, a characteristic feature associated with high-dose radiation, was only observed in the 6-week 75 Gy-irradiated tissues [15]. The presence of foamy macrophages is known to exacerbate pulmonary inflammation and fibrotic reactions by disrupting the pulmonary lipid clearance process during fibrosis progression [16].

Considering these observations, we performed protein–protein interaction (PPI) analysis specifically on the DEGs specific to the 6-week 75 Gy group (referred to as 6w75sDEGs), which were identified using a Venn diagram (Figure S3). 

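The genes shown for arachidonic acid metabolism in Figure S3 include Ptgs2 (GeneID 19225, chromosome 1, 150100031 to 150108234), which was at 11.8 ± 2.02 CPM (SD, n = 3) in controls and 25.2 ± 7.74 CPM (SD, n = 3) after 75 Gy at 6 weeks, a log2 fold change of 1.10 (SE 0.26, adjusted p = 0.00465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 65 Gy it was 0.98 (SE 0.28, adjusted p = 0.0326), just under the fold-change limit. Without library 3143, the value at 75 Gy was 0.85, and without control library 3135 that at 65 Gy was 1.13. Nfat5 fell by 1.03 at 75 Gy (SE 0.16, adjusted p = 0.000208) and by 0.85 at 65 Gy (SE 0.18, adjusted p = 0.00602). Fcer1a rose by 1.63 (SE 0.56, adjusted p = 0.0334) at 75 Gy and 0.68 (SE 0.62, adjusted p = 0.514) at 65 Gy. Alox8 (1.07, SE 0.59, adjusted p = 0.173) and Pla2g4c (1.30, SE 0.64, adjusted p = 0.129) were not called at 75 Gy. A list of 47 genes of arachidonic acid and eicosanoid metabolism had a median log2 fold change of 0.41 at 75 Gy (33 genes higher, camera adjusted p = 0.0124) and 0.24 at 65 Gy (32 genes, adjusted p = 0.00972), both of which held with fry. The median at 75 Gy was 0.24 and 0.20 without control libraries 3135 and 3136, and that at 65 Gy 0.39 without 3137. Of its genes, 2 were among the 6w75sDEGs, where 2.04 were expected (adjusted p = 1 from Fisher's exact test).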

The analysis revealed an enrichment of lipid metabolism-related processes, including arachidonic acid metabolism and eicosanoid metabolic processes, both of which have been linked to lung fibrosis progression [17,18,19]. Therefore, we concluded that 75 Gy, unlike 65 Gy, impaired lipid metabolic processes, leading to an exacerbated fibrotic reaction.

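At 6 weeks, 27 of the 47 genes of the arachidonic acid and eicosanoid list were higher at 75 Gy than at 65 Gy, by a median of 0.04 (camera adjusted p = 0.346), which was 0.09 without library 3138 and 0.02 without 3143. The mean log2 CPM of the list was 0.14 higher at 75 Gy (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 2 allow), and 0.21 and 0.07 higher without 3138 and without 3140. A list of 22 genes of lipid-laden macrophages was higher than in controls at both doses, with a median log2 fold change of 1.87 at 75 Gy and 1.65 at 65 Gy at 6 weeks and of 1.69 and 1.12 at 2 weeks. In each case 21 of the 22 genes were higher, and the camera adjusted p was at most 7.34e-41. This list also passed with an estimated correlation, with an adjusted p of at most 0.0199. Of its genes, 15 were called at both stages after 75 Gy (0.98 expected, adjusted p = 9.86e-15 from Fisher's exact test), and 2 were among the 6w75sDEGs (0.956 expected, adjusted p = 0.629). Between the doses at 6 weeks, 20 genes were higher at 75 Gy, by a median of 0.20 (camera adjusted p = 0.00185, fry adjusted p = 0.392). By its mean log2 CPM, this list was 0.21 higher at 75 Gy at 6 weeks (2-sided exact permutation test, p = 0.1, the smallest possible). The difference was 0.16 without 3138 and 0.27 without 3140. The 958 genes called only at 75 Gy and 6 weeks had a median absolute log2 fold change of 1.28 at 75 Gy and 0.83 in the same direction at 65 Gy, and 944 changed in the same direction at 65 Gy. The direct comparison called 0 of them, and 254 had an unadjusted p under 0.05. Both doses share their controls, which favours the same direction, so the 944 are not independent evidence of a shared response. From the enrichment of lipid terms among the 6w75sDEGs and the foamy macrophages seen after 75 Gy, the paper concludes that 75 Gy impairs lipid metabolic processes, unlike 65 Gy, and so exacerbates the fibrotic reaction.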

Comparative transcriptomic analysis also revealed an overlapping enrichment pattern similar to that mentioned above, except for ECM remodeling. However, when we specifically examined the DEGs using a Venn diagram and focused on the intersection of inflammation- and fibrosis-related DEGs (referred to as IintDEGs and FintDEGs, respectively), we found ECM-related terms enriched in the latter (Figure S2). Nonetheless, we also observed increased enrichment across all biological process and pathway terms in the 75 Gy-irradiated group during the inflammation stage, which corresponded to the excessive fibrosis observed in the histological analysis of the 75 Gy-irradiated 6-week samples. 

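Among the 330 FintDEGs, 11 were genes of the 73 in the extracellular matrix list, against 1.09 expected (adjusted p = 1.22e-07 from Fisher's exact test). Among the 242 IintDEGs, 31 belonged to the mitotic list of 70 genes (0.768 expected, adjusted p = 7.12e-41). The median log2 fold change of the extracellular matrix list was 0.42 at both doses at 6 weeks, with 53 genes higher at 75 Gy (camera adjusted p = 3.58e-08) and 58 at 65 Gy (adjusted p = 2.92e-11), and it was 0.24 at 75 Gy (47 genes, adjusted p = 0.00517) and 0.17 at 65 Gy (47 genes, adjusted p = 0.00569) at 2 weeks. With fry, the adjusted p at 65 Gy and 2 weeks was 0.0888, and the other 3 calls held. The medians at 2 weeks followed the controls, with 0.13 at 75 Gy and 0.04 at 65 Gy without 3126 and 0.42 and 0.35 without 3128, and that at 65 Gy was 0.09 without the 65 Gy library 3129. Without control library 3126, camera gave an adjusted p of 0.0609 at 75 Gy and 2 weeks. At 65 Gy and 2 weeks the adjusted p was also above 0.05 without 3126 and reached 0.101 without the 65 Gy library 3129. Between the controls this list was lower at 6 than at 2 weeks, with a median of -0.32 and 15 of 73 genes higher (camera adjusted p = 6.5e-14, fry adjusted p = 0.0125). The mean log2 CPM of the list was 5.38 and 5.01 in the controls of 2 and 6 weeks, 5.73 and 5.76 at 75 Gy, and 5.67 and 5.70 at 65 Gy, so the larger difference from controls at 6 weeks goes with lower controls. For 75 Gy, the effect at 6 weeks exceeded that at 2 weeks by a median of 0.26 (53 genes, camera adjusted p = 3.93e-06, fry adjusted p = 0.0888).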

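The mean log2 CPM of the extracellular matrix list at 2 weeks was 0.06 higher at 75 Gy than at 65 Gy (2-sided exact permutation test, p = 0.5), and 0.14 higher without the 65 Gy library 3129 and 0.00 without 3130. That of the lipid-laden macrophage list was 0.33 higher (p = 0.1, the smallest that 3 libraries against 3 allow in an exact permutation test). Library 3134 held 8.37 against 7.80 and 7.88 in the other 75 Gy libraries, and without it the difference was 0.15.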

Interferon-gamma (IFN-γ) plays an unfavorable role in RILI progression by inhibiting Th2-driven pro-inflammatory cytokines such as IL-4 and IL-13 through its anti-inflammatory effects [20]. The term ”response to interferon-gamma” was predominantly enriched in the 75 Gy 2-week group compared with that in the other groups. Additionally, the Venn diagram confirmed that this term was exclusively enriched in the 75 Gy 2-week group, specifically in the 2w75sDEGs (Figure 5), with most of the top DEGs, including *ADIPOQ* and *PLIN1*, being downregulated (Figure S4). 

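By Fisher's exact test on the genes called in each comparison, 31 of the 50 interferon-gamma genes were called at 75 Gy and 2 weeks, 5 at 65 Gy and 2 weeks, 12 at 75 Gy and 6 weeks and 9 at 65 Gy and 6 weeks. At 75 Gy and 2 weeks the number was 10 without library 3134, where 8 were called at 65 Gy, and from 21 to 37 without any other library.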

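Of the 449 2w75sDEGs, 18 were genes of the interferon-gamma list, against 1.02 expected (adjusted p = 5.63e-17 from Fisher's exact test). Without library 3134 the number was 0 of 163, and without any other library from 9 to 24. In a fit of only the groups compared the adjusted p was 0.715. The adipocyte list had 3 of 25 genes among the 2w75sDEGs (0.509 expected, adjusted p = 0.0566, and from 1.65e-09 to 0.0167 in the 4 alternatives tried). The cardiac muscle list had 3 of 30 (0.611 expected, adjusted p = 0.0831, and from 2e-04 to 0.527 in the alternatives, 3 of which were under 0.05). Of the 449 genes, 445 changed in the same direction at 65 Gy, with a median absolute log2 fold change of 1.24 at 75 Gy and 0.82 at 65 Gy. The direct comparison of the doses called 0 of them, and 106 had an unadjusted p under 0.05. Both doses share their controls, which favours the same direction, so the 445 are not independent evidence of a shared response. Other genes of Figure S4 that fell at 75 Gy and 2 weeks were Lrrc10 (-2.56, SE 0.74, adjusted p = 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a cardiac gene at 0.491 ± 0.251 CPM (SD, n = 3) in controls, the long non-coding RNA A730056A06Rik (-2.17, SE 0.42, adjusted p = 0.00218), LOC115490151 (-2.12, SE 0.37, adjusted p = 0.00104) and Acvr1c (-2.11, SE 0.68, adjusted p = 0.0364). Lrrc10 was no longer called in 3 and Acvr1c in 4 of the fits that left out 1 library.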

The *ADIPOQ* gene encodes adiponectin, an adipokine secreted by adipocytes that plays a crucial role in regulating various cellular processes associated with obesity, including lipid metabolism and insulin sensitivity [21]. While *ADIPOQ* is generally upregulated in cystic lung fibrosis, further investigations have revealed that its upregulation is only observed in cases with mild symptoms, suggesting a suppressive effect on fibrosis progression [22]. This effect has been demonstrated in studies utilizing adiponectin as a therapeutic agent for different types of fibrosis, such as eye fibrosis and paraquat-induced lung fibrosis [23,24]. Although the function of adiponectin contradicts the action of INF-γ in diabetes [25], the relationship between adiponectin and INF-γ in the context of lung fibrosis is still unclear.

The *PLIN1* gene encodes perilipin 1, a protein primarily involved in lipid metabolism by regulating lipolysis in adipocytes [26,27]. Lipids have been shown to exacerbate the progression of lung fibrosis [28], and inhibiting lipolysis leads to an increase in dermal ECM deposition [29]. Additionally, studies have reported that *PLIN1*-knockout mice exhibit sustained inflammation due to increased storage of lipid droplets in adipocytes [30]. Increased expression of INF-γ is associated with elevated mRNA levels of genes involved in lipid droplet formation and storage, including perilipins [31]. Consequently, it is expected that the impairment of INF-γ-mediated lipid metabolism, which plays a role in controlling fibrosis, by the 75 Gy radiation dose would result in an exacerbated fibrotic reaction.

Considering the significance of utilizing our preclinical rodent RILI model for evaluating potential therapeutic interventions during the inflammation stage, these findings suggest that the 65 Gy- and 75 Gy-based model can be appropriate for assessing anti-RILI candidates.

## 4. Materials and Methods

### 4.1. Animal Experiments

Animal grouping and radiation experiments were conducted following previously described protocols [32] with minor modifications. The protocols involving animals were reviewed and approved by the Animal Care and Use Committees of Yonsei University Medical School (YUHS-IACUC; 2021-0041) and strictly adhered to the relevant guidelines. Wild-type male C57BL/6 mice (*Mus musculus*) were obtained from Charles River Korea (Orient Bio, Seongnam, Republic of Korea) at the age of 6 weeks. Prior to the initiation of the irradiation experiment, mice were housed in cages (five mice per cage) for a week to allow for acclimatization. The irradiation system was delivered using X-RAD 320 (Precision, North Branford, CT, USA) with a tungsten anode. The developed image-guided focal irradiation system consists of a charge-coupled camera (650D, Canon Inc., Tokyo, Japan). For accurate positioning, the fiducial markers that indicated the field center and the target were matched and investigated. The percentage depth doses (PDDs) were measured using a cylindrical ionization chamber within a solid water phantom (PTS, RW3) with a source-to-surface distance of 170 mm at 300 kV and 12.5 mA. As a result of the PDD measurement of 3.0 mm cone size, the dose rate was measured as 25.7 cGy/s at a depth of 8.0 mm. The left lung of each mouse was then exposed to a single fraction of radiation at a dose of 45, 55, 65, or 75 Gy using an image-guided small-animal irradiator (X-RAD 320, Precision, North Branford, CT, USA). The experimental mice were divided into three groups, with non-irradiated mice serving as the control group. Following irradiation, the mice were housed in cages and euthanized after 2 weeks to examine the inflammation stage or after 6 weeks to investigate the fibrosis stage. Anesthesia was induced by intraperitoneal administration of a mixture containing 80 mg/kg ketamine and 5 mg/kg xylazine.

### 4.2. Micro-CT Analysis

Micro-CT imaging was conducted as described previously [32] with some modifications. Images were obtained using a quantum GX2 micro-CT scanner (Perkin Elmer Inc. Waltham, MA, USA). The microfocus X-ray source used in this scanner was a tungsten anode. A fixed filter of 0.5 mm aluminum and 0.06 mm copper was placed in front of the exit port to remove low-energy X-rays that contributed to the dose but did not improve the image quality. Images were acquired using a respiratory-gated technique with the following parameters: X-ray tube voltage, 90 KV; X-ray tube current, 88 µA; and total scan time, 4 min. Volumetric analysis of CT images was also performed with Mayo Clinic Analyze 12.0 software (Biomedical Imaging Resource, Mayo Clinic, Rochester, MN, USA) using equally spaced coronal images.

### 4.3. Histopathological Analysis

The assessment of slides was conducted by pathologists at DKKorea Co., Ltd. (Seoul, Republic of Korea) using a dual-rate semi-quantitative method, as previously described [32]. Histological evaluation was performed on lung tissue sections, which were stained with hematoxylin and eosin and Masson’s trichrome to examine inflammation and fibrosis, respectively. The level of inflammation was estimated using the inflammation score [33], while fibrosis was assessed using either the modified Ashcroft score [34,35] or image-based analysis utilizing Image J software 1.53a [36]. A detailed description of the scoring criteria for each parameter can be found in Figure S5.

### 4.4. Extraction, Purification, and Sequencing of RNA

Total RNA was extracted and isolated from the lesions of irradiated tissues using QIAzol^®^ lysis reagent (QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. The RNA library construction required for RNA-seq was independently prepared with 1 µg of finally prepared total RNA using the Illumina TruSeq Stranded mRNA sample prep kit (Illumina, Inc., San Diego, CA, USA). The process of library preparation began with mRNA enrichment, which involved isolating mRNA from total RNA using poly T-attached magnetic beads. Following this step, the collected mRNA was fragmented into small pieces, and cDNA was prepared using SuperScript II reverse transcriptase (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). The cDNA fragments were ligated with adapters and enriched by PCR to obtain a cDNA library. The libraries were quantified using KAPA library quantification kits for Illumina sequencing platforms according to the qPCR quantification protocol guide (KAPA BIOSYSTEMS, #KK4854; Wilmington, MA, USA) and qualified using TapeStation D1000 ScreenTape (Agilent Technologies, #5067-5582; Santa Clara, CA, USA). Indexed libraries were then submitted to Illumina NovaSeq, and paired-end (2 × 100 bp) sequencing was performed by Macrogen Inc. (Macrogen, Seoul, Republic of Korea). The raw sequencing data of our RNA experiment are publicly available in the genome Gene Expression Omnibus database and can be accessed via the accession number GSE205025.

### 4.5. Whole-Genome Transcriptomic Analysis

The quality assessment of the obtained reads was conducted using FastQC v0.11.7. Reads with a quality score of 30 or higher were considered of good quality. Samples with analyzable reads were identified, ensuring that over 95% of the total reads met the chosen quality score threshold. To maintain high-quality reads, Trimmomatic 0.38 was employed to remove short or low-quality reads, as well as adapter contamination. Only long, high-quality reads were retained, with a threshold read length of 36 base pairs. The efficacy of the trimming process was validated by comparing the raw read QC before and after trimming using FastQC v0.11.7. For read mapping, the genome reference of *Mus musculus* (GRCm38.p6) and the annotation library (NCBI_108) were selected. The selected fragments were mapped to the reference genome using HISAT2 v2.1.0, which utilizes the Bowtie2 v3.4.1 aligner to handle spliced reads. The presence of a low percentage of unmapped reads (<1.5%) indicated the quality of the RNA samples and ensured the accuracy of subsequent analyses. Upon successful mapping, the read fragments were assembled to generate integrated transcripts, and gene expression levels were estimated using StringTie 2.1.3b.

### 4.6. Identification of DEGs

The detection of DEGs of the 65 Gy and 75 Gy irradiated groups, at 2 and 6 weeks, was conducted using the R package “edgeR 3.36.0” [37], in which filtered genes were normalized and statistical calculations of significant expression were performed using the trimmed mean of M-value and negative binomial methods, respectively. The resulting p-value was adjusted using the Benjamini–Hochberg method [38] to avoid falsely expressed genes. Up- and downregulated genes were expressed as positive or negative logarithm base 2 of the fold change (Log_2_FC), and |Log_2_FC| ≥ 1 and *p* ≤ 0.05 was set to be the threshold for significant DEGs. 

### 4.7. Expression and DEG Data Interpretation and Analysis

Following the acquisition of expression data and identification of DEGs, several downstream analyses were performed to investigate the impact of reducing the radiation dose on the transcriptional behavior of lung cells. To assess the variation among samples, MDS and the Pearson correlation matrix were computed and visualized. This was achieved using the R packages “mixOmics” [39] and “gplots” [40]. MDS provides a visual representation of the overall similarity or dissimilarity between samples, while the Pearson correlation matrix quantifies the strength and direction of the relationships between samples. To further analyze the DEGs, a Venn diagram was constructed. This allowed for the segregation of DEGs that were common to both the 75 Gy and 65 Gy radiation doses (intersected DEGs), as well as DEGs specific to each dose. The R package “VennDiagram” [41] was utilized for this purpose. To visualize the expression variation of the intersected DEGs, z-scored heatmap plots were generated. These plots provide a graphical representation of the expression of the intersected DEGs across samples, with z-scores indicating the relative expression. The “gplots” package [40] was employed to generate these heatmap plots.

### 4.8. Functional Enrichment, Network Analysis, and PPI Module Construction

To explore the enriched pathways and networks associated with the selected DEGs, the web-based gene-list analysis tool Metascape (http://metascape.org; accessed on 1 April 2023) was utilized with default parameters [42]. This tool enables comprehensive functional analysis of gene lists. In this analysis, the selected gene lists were inputted into Metascape, which utilized various genome resources for enrichment analysis. These resources included the KEGG pathway, GO biological processes, Reactome gene sets, canonical pathways, and CORUM [43]. All input genes were considered the background for enrichment analysis. Terms with a minimum count of >3 and a significance threshold of *p* < 0.01 were selected for further analysis. These terms were then grouped into clusters based on their similarity for subsequent testing. To account for multiple tests, q-values were calculated using the Benjamini–Hochberg procedure. Hierarchical clustering was performed on the enriched terms using Kappa scores as the similarity metric. Sub-trees with a similarity score exceeding 0.3 were defined as clusters. The most statistically significant terms within each cluster were identified as representative terms for their respective clusters. These terms provide insights into the common and unique biological processes, pathways, and networks associated with the selected DEGs.

### 4.9. RT-qPCR

Prior to sending extracted RNA samples for RNA-seq, aliquots were taken from the samples to verify the RNA-seq results using RT-qPCR. cDNA was immediately synthesized using a high-capacity RNA-to-cDNA^TM^ kit (Applied Biosystems, Thermo Fisher Scientific, Pleasanton, CA, USA) according to the manufacturer’s instructions. Briefly, 2 µg of total RNA was mixed with the synthesis mixture in a total volume of 20 µL. The synthesized cDNA was kept at −20 °C for subsequent real-time RT-qPCR. Primers for selected genes were determined using the webtool Primer3 using default settings, and the specificity was validated using the web-based primer-BLAST primer designing tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/; accessed on 20 June 2023). A list of primer pairs for each selected gene is provided in Table S1. RT-qPCR was conducted in a 10 µL reaction mix consisting of 1 µL cDNA, 10 pmol of each primer pair, 5 µL 2X iQTM SYBR^®^ green supermix (Bio-Rad, Hercules, CA, USA), and water. The reaction was conducted using a CFX Connect^TM^ Real-Time System (Bio-Rad) with Optical Flat 8-Cap Strips (Bio-Rad).

## 5. Conclusions

As our research progresses towards the development of drugs for RILI, it becomes crucial to employ a more sophisticated disease model. We explored various endpoints, including molecular signatures, to determine if the previously employed high radiation doses in disease models, which focused on phenomena and mechanisms, could be slightly reduced while ensuring efficient experimental research within a limited timeframe.

Consequently, we conducted experiments with reduced radiation doses and identified 65 Gy as the optimal dose that induces inflammation and fibrosis in a well-scheduled manner, as confirmed through a series of imaging, histopathological, and molecular analyses. Additionally, through comprehensive comparative observations between models based on 65 Gy and 75 Gy, we discovered that the application of 75 Gy resulted in accelerated fibrosis, likely due to disruption of lipid metabolism processes.

The findings of this study serve as a significant milestone towards the establishment of robust preclinical therapeutic strategies for RILI using the dose 65 Gy, particularly for targeting early pathogenic events. Future work will concentrate on evaluating several preclinical candidate molecules for treating RILI utilizing the outcomes of this study. 

## Figures and Tables

**Figure 1:**
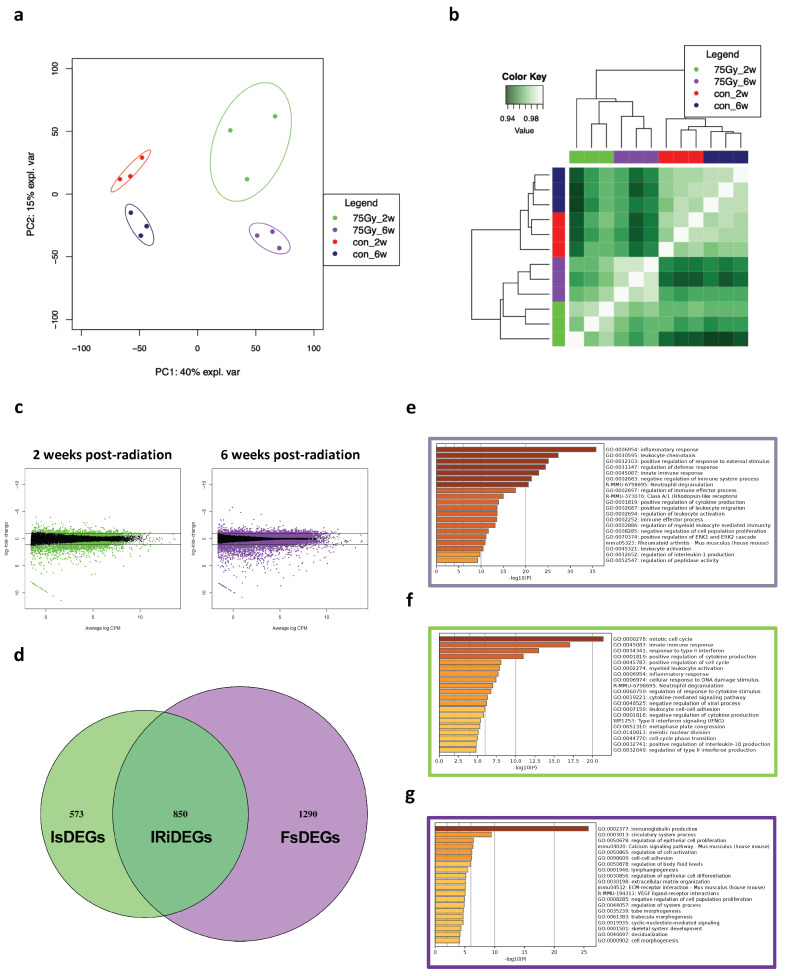
Genome−wide transcriptional differences between inflammation and fibrosis stages of 75 Gy-irradiated lung tissues. (**a**) Multidimensional scaling (MDS) and (**b**) heatmap correlation plot. Weakly expressed genes were removed, and a total of 21,355 genes were normalized and used for visualized correlations. The MDS and Pearson correlation showed a time-oriented correlation between the samples, in which 2-week and 6-week samples are separately clustered. (**c**) Mean difference (MD) plots showing log-fold change and average abundance of each gene at the inflammation and fibrosis stages. The black line is a threshold to distinguish genes with a log-fold change greater than 1. (**d**) Venn diagram showing intersected and exclusive DEGs between the two stages. (**e**–**g**) Bar plots representing GO enrichment analysis of inflammation-specific, IR-induced, and fibrosis-specific DEGs, respectively. Abbreviations: IsDEGs, inflammation-specific DEGs; IRiDEGs, ionizing radiation-induced DEGs; FsDEGs, fibrosis-specific DEGs.

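Of the 45777 genes listed in the counts, 34906 had at least 1 count in the 17 libraries and 22052 passed the filter used here. The 21355 genes with the highest mean CPM, the number that the paper kept, gave 1670 DEGs at 2 weeks and 2267 at 6 weeks after 75 Gy, of which 1656 and 2197 were also called among the 22052.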

**Figure 2:**
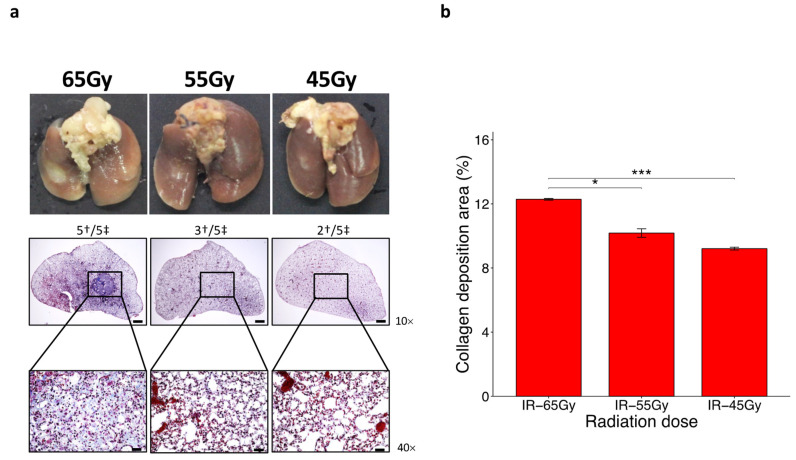
A dose of 65 Gy is the lowest radiation dose able to induce inflammation and fibrosis within 2 months. (**a**) Gross findings (upper panel) and Masson’s Trichome staining (lower panel) of lung sections after 6 weeks of focal irradiation at doses of 45, 55, and 65 Gy. Magnifications, 10× (scale bar is 1 mm), 40× (scale bar is 100 µm). (**b**) Percentage of collagen deposition of 6-week 45, 55, and 65 Gy-irradiated lung tissues. † and ‡ refer to damaged and totally irradiated lungs, respectively (n = 5, *t*-test, * *p* < 0.05, *** *p* < 0.001).

**Figure 3:**
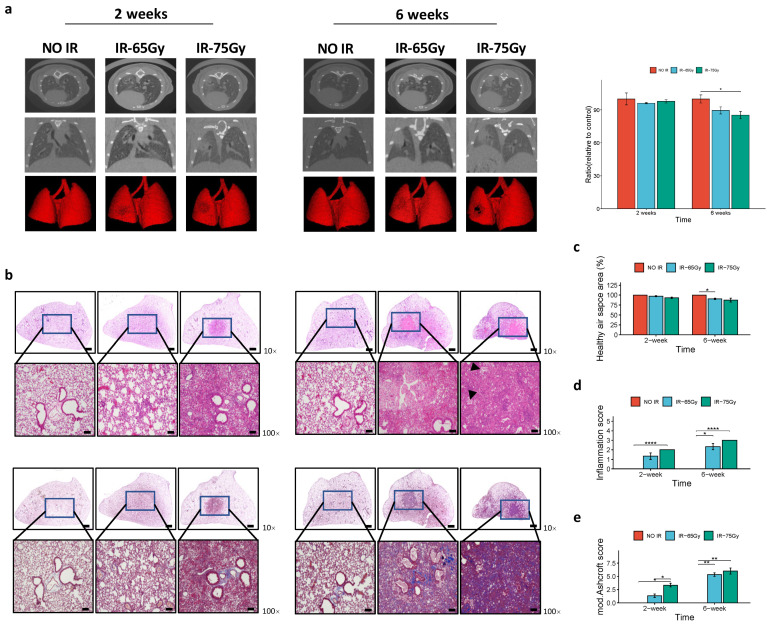
A radiation dose of 65 Gy induces lung injury with moderate damage at the inflammation stage. (**a**) Micro-computed tomography (CT) imaging (left panel). Representative micro-CT images of lung from control, 65 Gy-, and 75 Gy-irradiated mice, 3D horizontal and trans-axial images. Quantitative measurement of total normal lung volume of irradiated and control mice, showing a slightly significant greater amount of damage caused by 75 Gy (right panel). Lower volume indicates more lung damage by ionizing radiation. (**b**) Hematoxylin and eosin staining (upper panel) and Masson’s Trichome staining (lower panel) of lung sections after 2 weeks (left panel) and 6 weeks (right panel) of focal irradiation at 65 Gy and 75 Gy. Arrow refers to the foamy macrophages. Magnification, 10× (scale bar is 1 mm), 100× (scale bar is 100 µm). Percentages of healthy air space area (**c**), inflammation scores (**d**), and fibrosis scores (**e**) of 2-week and 6-week 65 Gy- and 75 Gy-irradiated lung tissues (n = 3, *t*-test, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001).

**Figure 4:**
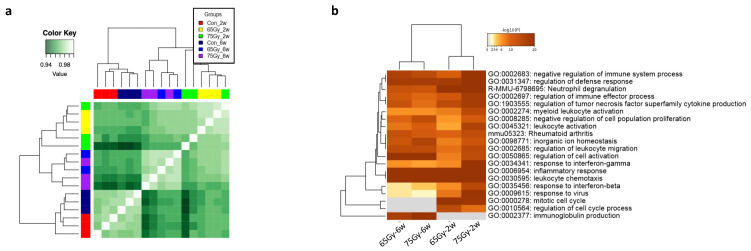
Genome-wide transcriptional variations between 65 Gy and 75 Gy at inflammation and fibrosis stages. (**a**) Heatmap correlation plot. Poorly expressed genes were removed, and a total of 21,355 genes were normalized and used for visualized correlations. Pearson correlation showed a time- and IR dose-oriented correlation between the samples, in which 2-week and 6-week samples are separately clustered. (**b**) Enrichment heatmap of clustered GO terms and KEGG pathways showing clustering of 2-week groups separately from 6-week counterparts, irrespective of the radiation dose.

**Figure 5:**
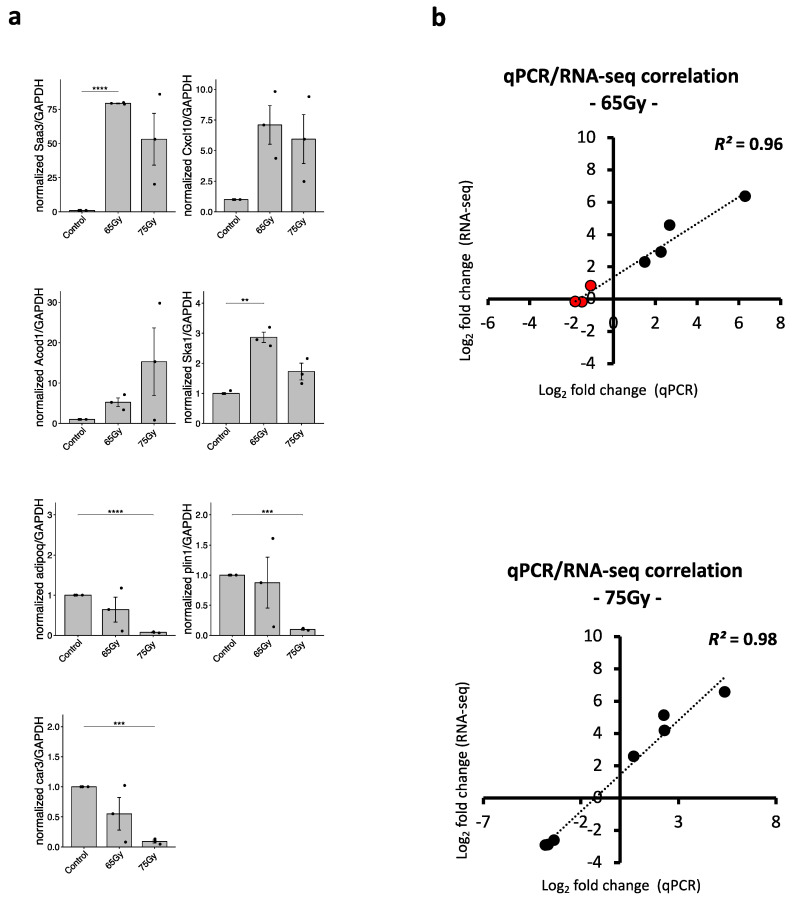
Validation of RNA-seq analysis using RT-qPCR. (**a**) Relative expression analysis of top expressed genes. (**b**) Linear correlation between log2 FC of RNA-seq and RT-qPCR of top expressed genes in 65 Gy- (upper panel) and 75 Gy- (lower panel) irradiated 2-week samples. Red points indicate the genes *ADIPOQ*, *PLIN1*, and *CAR3*, which are not DEGs identified in the 65 Gy-irradiated tissue, but whose expression was investigated by RT-qPCR. Abbreviations: FC, fold change (Wilcoxon test, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Table 1:** Statistical analysis of RNA-seq quality assessment and alignment coverage of non-irradiated, 65 Gy-, and 75 Gy-irradiated lung tissues.

Time	Group	Replicate	RNA-Seq Data				Alignment Data	
			Raw Reads	Trimmed Reads	Raw Reads vs. Trimmed Reads	GC Content (%)	Total Mapped	Total Unmapped
2 weeks	Control	1	66,847,010	66,073,590	98.84	48.79	65,182,623 (98.65%)	890,967 (1.35%)
		2	63,021,390	62,284,648	98.83	49.34	61,617,863 (98.93%)	666,785 (1.07%)
		3	72,993,584	72,081,246	98.75	49.53	71,293,386 (98.91%)	787,860 (1.09%)
	65 Gy	1	79,873,572	78,875,404	98.75	49.60	78,075,192 (98.99%)	800,212 (1.01%)
		2	82,604,278	81,604,686	98.79	49.40	80,581,993 (98.75%)	1,022,693 (1.25%)
		3	73,278,816	72,414,130	98.82	49.56	71,653,924 (98.95%)	760,206 (1.05%)
	75 Gy	1	77,172,286	76,155,556	98.68	49.17	75,122,624 (98.64%)	1,032,932 (1.36%)
		2	89,558,428	88,540,584	98.86	49.21	87,557,242 (98.89%)	983,342 (1.11%)
		3	76,282,682	75,317,680	98.73	49.49	74,579,006 (99.02%)	738,674 (0.98%)
6 weeks	Control	1	85,460,960	84,448,858	98.82	49.27	83,548,257 (98.93%)	900,601 (1.07%)
		2	77,140,466	76,145,872	98.71	49.44	75,236,435 (98.81%)	909,437 (1.19%)
		3	78,125,372	76,988,642	98.54	49.36	76,054,270 (98.79%)	934,372 (1.21%)
	65 Gy	1	80,695,798	79,595,842	98.64	49.56	78,625,912 (98.78%)	969,930 (1.22%)
		2	60,530,124	59,600,646	98.46	50.35	58,558,124 (98.25%)	1,042,522 (1.75%)
		3	77,818,676	76,762,422	98.64	49.33	75,816,780 (98.77%)	945,642 (1.23%)
	75 Gy	1	82,035,406	80,945,774	98.67	49.26	79,905,992 (98.72%)	1,039,782 (1.28%)
		2	72,804,658	72,064,966	98.98	48.55	71,335,395 (98.99%)	729,571 (1.01%)
		3	73,353,186	72,494,140	98.83	48.75	71,765,561 (98.99%)	728,579 (1.01%)

## Data Availability

The raw sequencing data of our RNA experiment are publicly available in the genome database Gene Expression Omnibus (GEO) under the accession number GSE205025. Other data supporting the present study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25073766/s1.

# Supplementary material for: Transcriptional Changes in Radiation-Induced Lung Injury: A Comparative Analysis of Two Radiation Doses for Preclinical Research
**Source:** Int J Mol Sci. 2024 Mar 28;25(7):3766. doi: 10.3390/ijms25073766
**Supplement:** Supplementary file 1

**a**

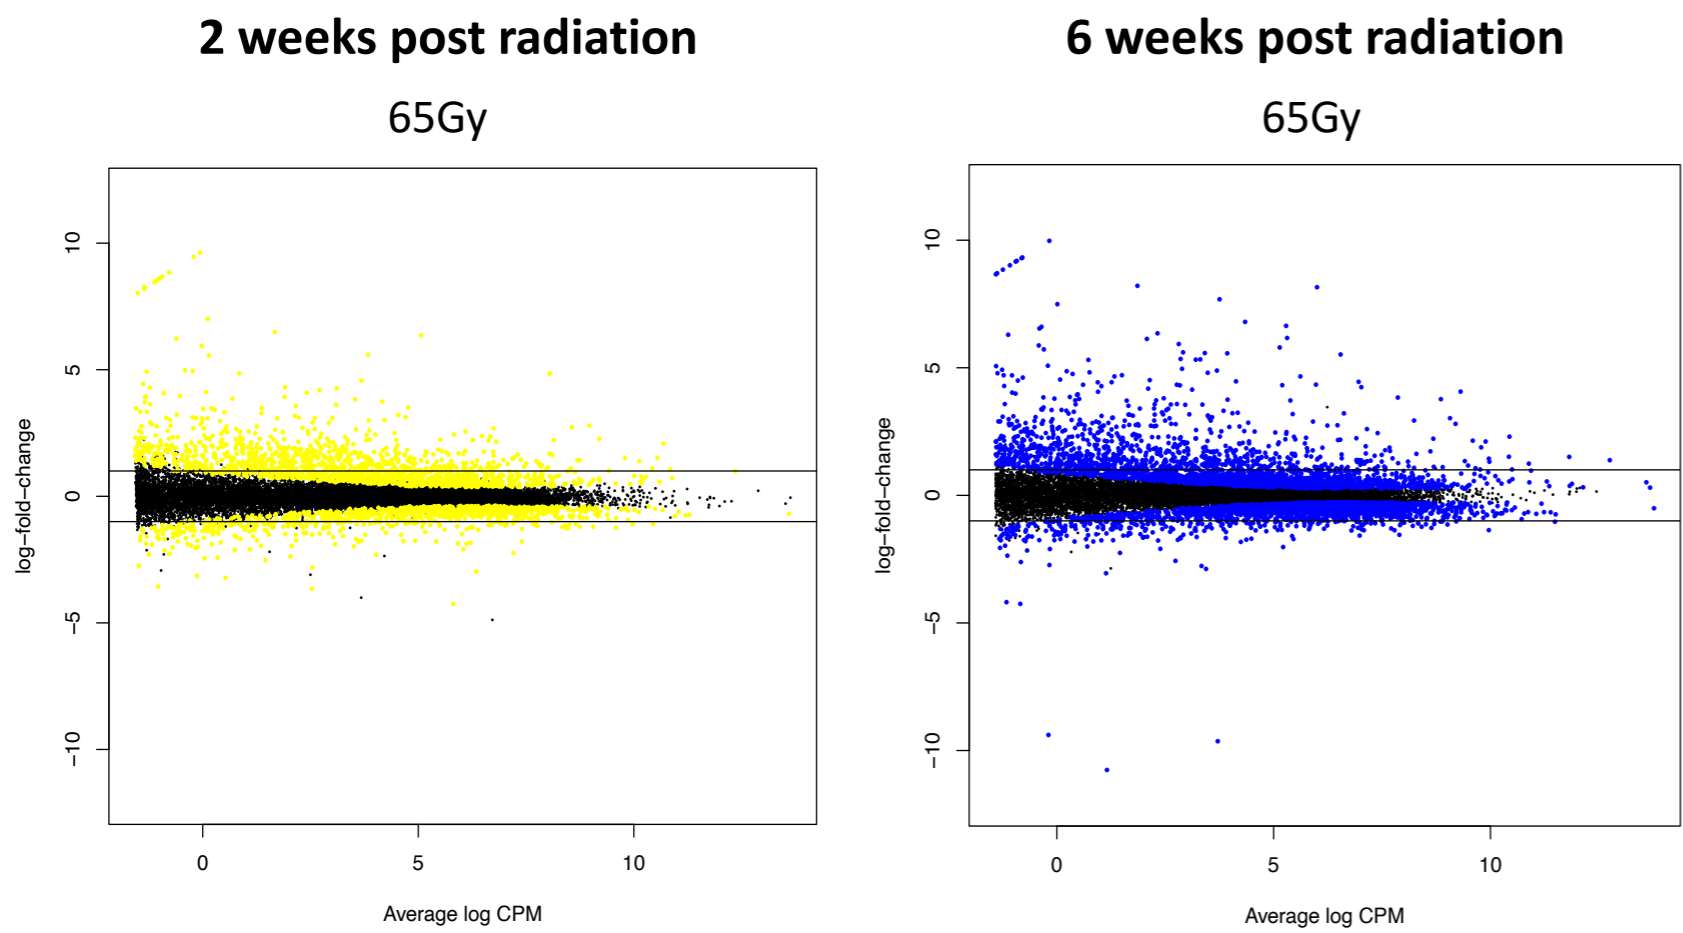

**b**

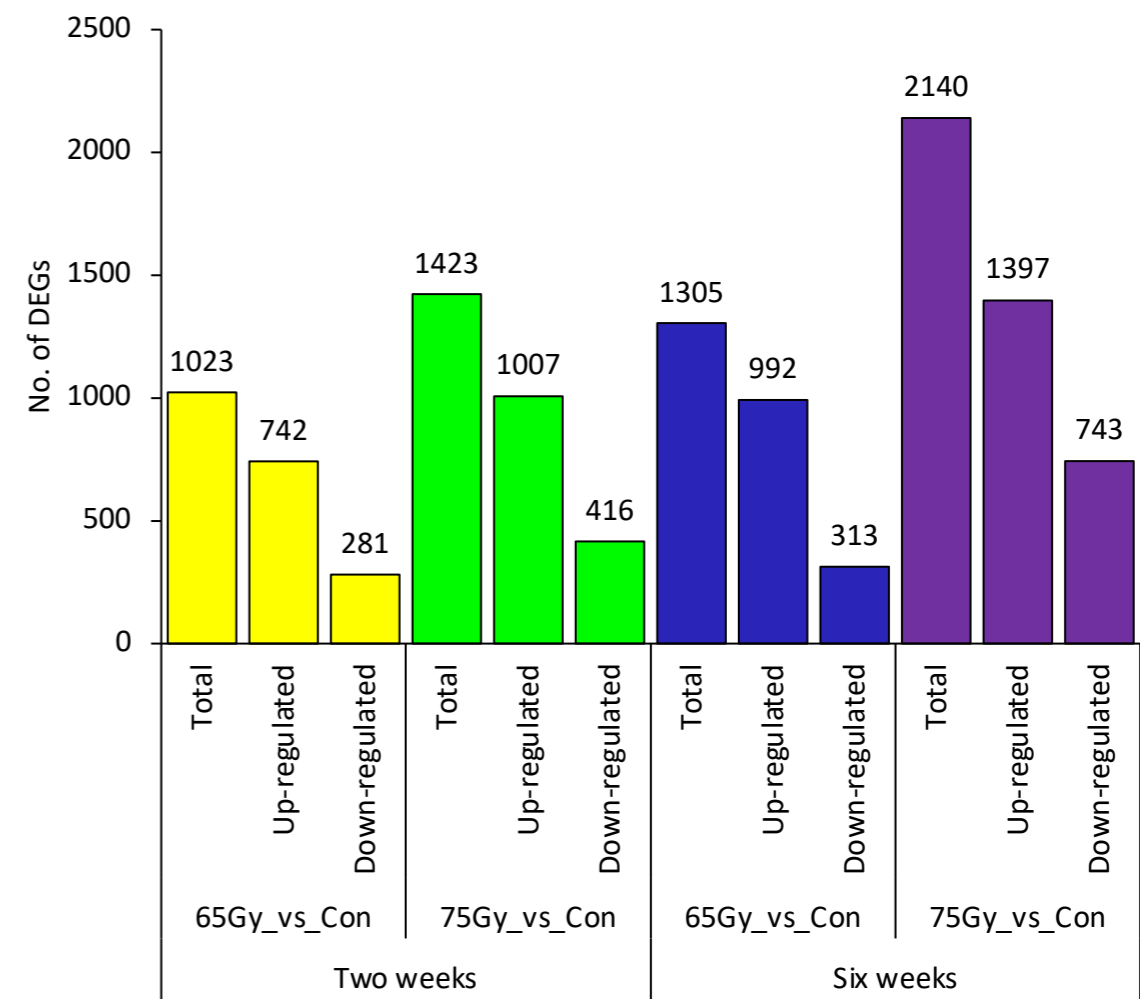

Figure S1 Differentially expressed genes (DEGs) of 65 Gy- and 75 Gy-irradiated lung tissues. (a) Mean difference (MD) plots showing log-fold change and average abundance of each gene at the inflammation and fibrosis stages. The black line is a threshold to distinguish genes with a log-fold change greater than 1. (b) barplot showing the number of DEGs.

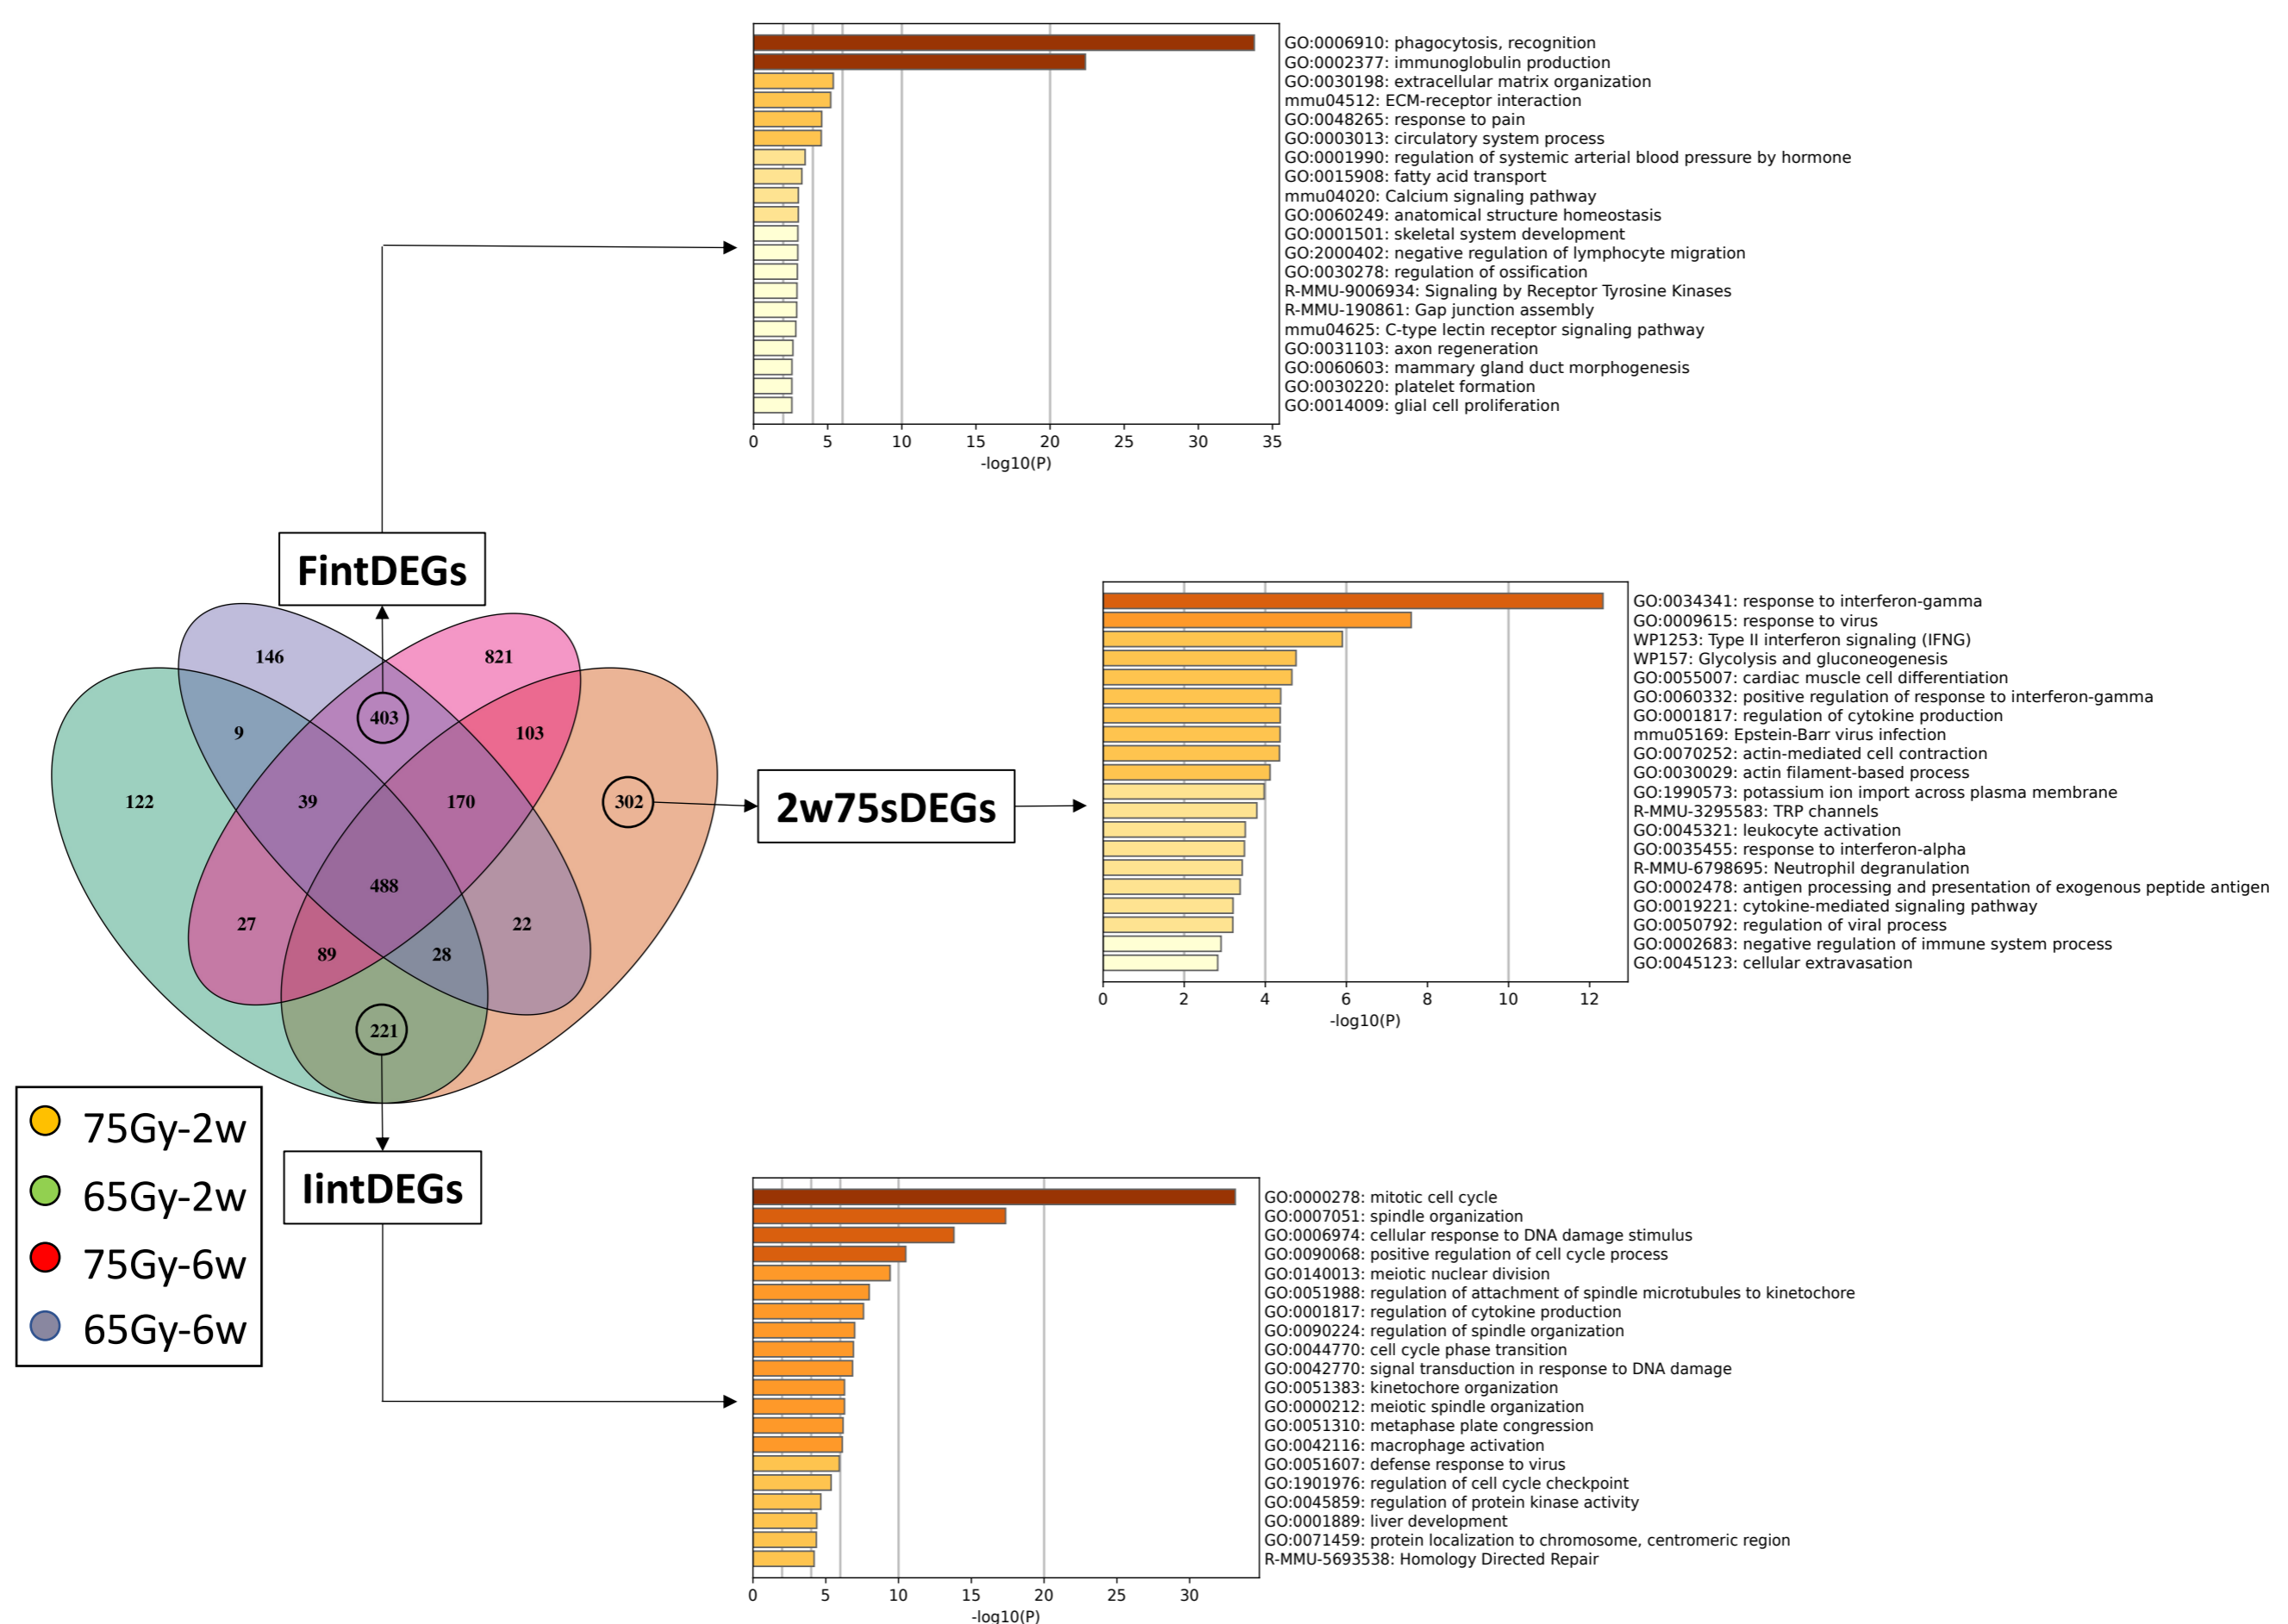

Figure S2 Investigation of dose-intersected and specific differentially expressed genes (DEGs). Venn Diagram displaying the 65 Gy- and 75 Gy-intersected DEGs at the inflammation and fibrosis stages, namely lntDEGs and FintDEGs, respectively, as well as 75Gy-specific DEGs at the inflammation stage, namely 2w75sDEGs, with corresponding gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway. Abbreviations: lntDEGs, inflammation-intersected DEGs; FintDEGs, fibrosis-intersected DEGs; 2w75sDEGs, 2-week-75-specific DEGs.

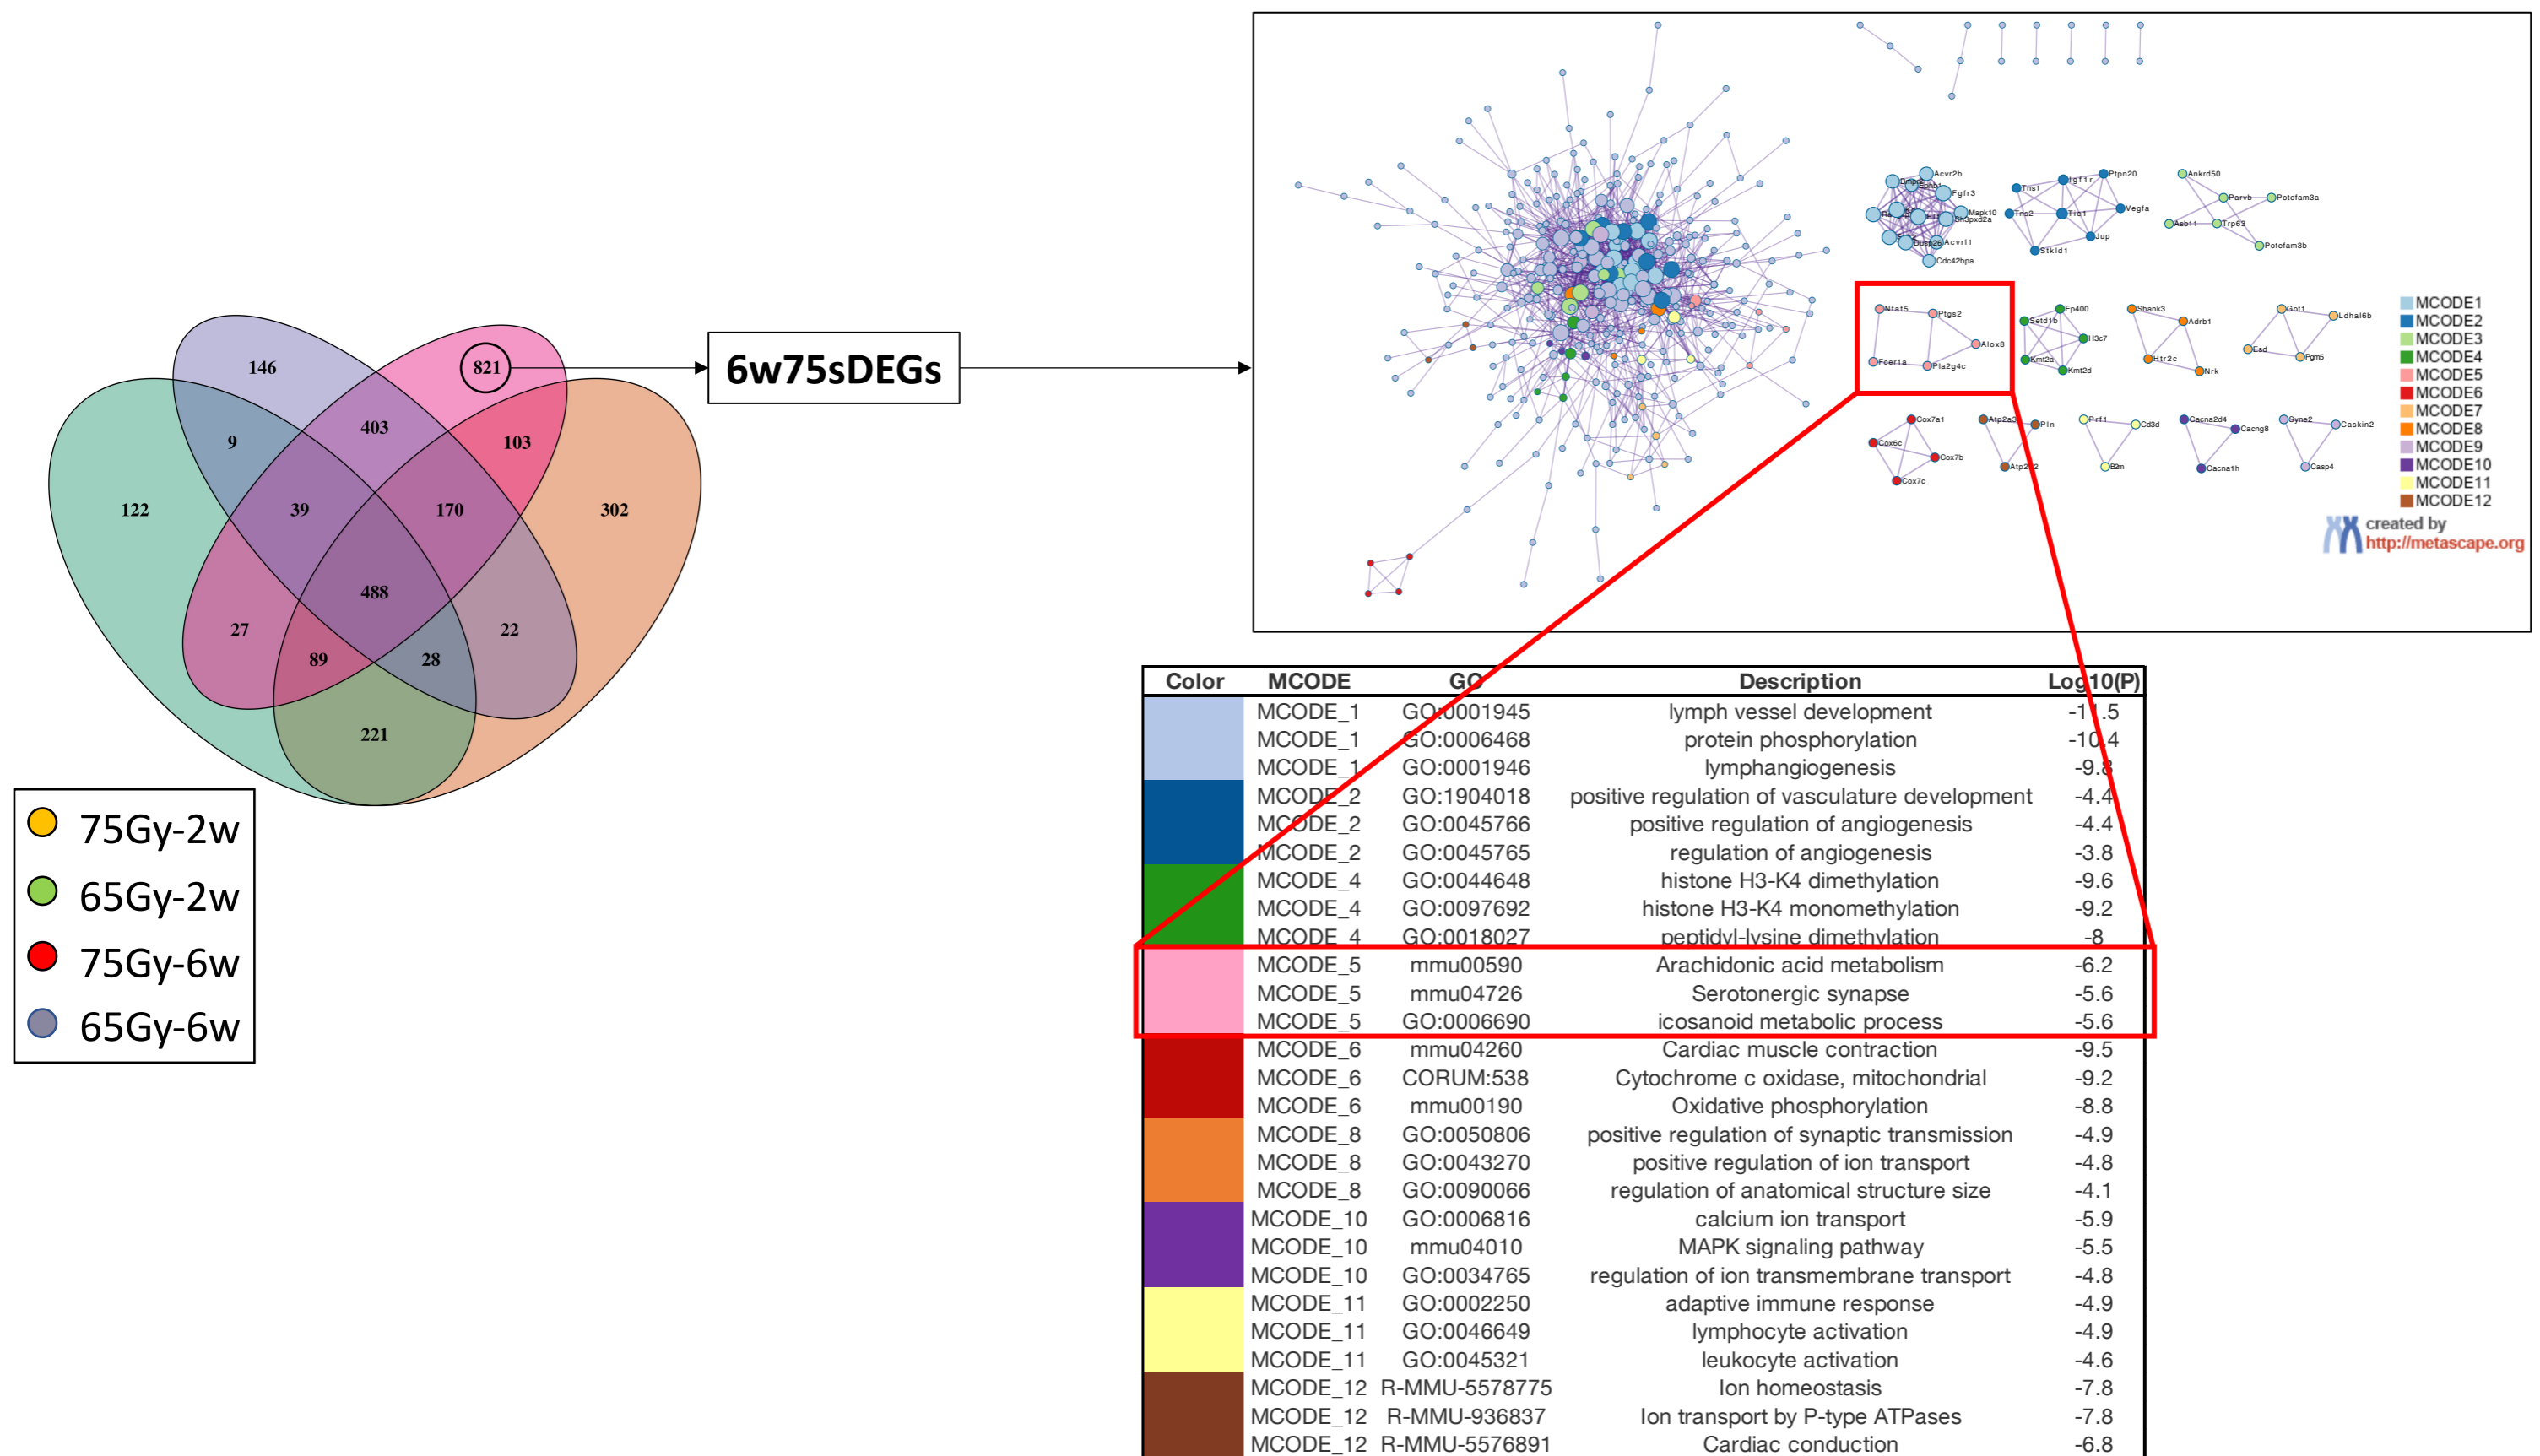

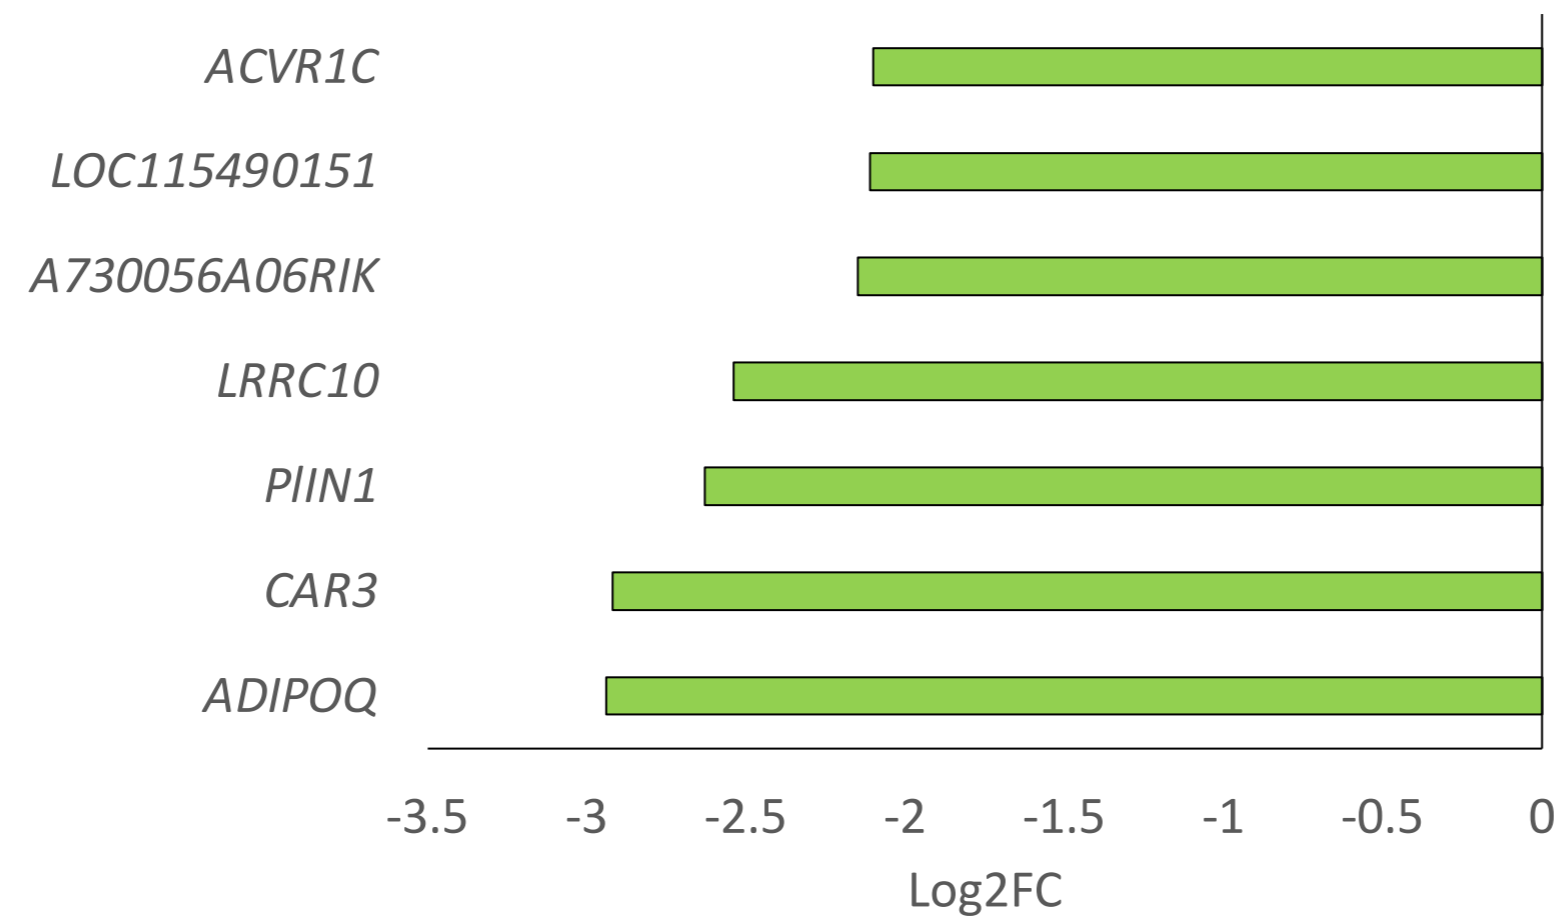

Figure S4 Expression of the top differentially expressed genes (DEGs) of 2w75sDEGs. Abbreviations: 2w75sDEGs, 2-week-75-specific DEGs; Log2FC, Log2 fold change. Threshold for deciding top expressed DEGs is Log2FC=2/-2 & Padj=0.001.

Inflammation score

| Score | Description                                                                                                       |
|-------|-------------------------------------------------------------------------------------------------------------------|
| 0     | No infiltration of inflammatory cells                                                                             |
| 1     | Occasionally by vein and bronchus cuff inflammatory cells infiltration                                            |
| 2     | The majority of vein, peribronchial infiltration of inflammatory cells, inflammatory cell layer is 1-5            |
| 3     | The majority of vein, peribronchial infiltration of inflammatory cells, inflammatory cell layer is greater than 5 |

Modified Ashcroft score

| Score | Description                                                                                                                                                                                                                             |
|-------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 0     | <b>Alveolar septa:</b> No fibrotic burden at the most flimsy small fibers in some alveolar walls<br><b>Lung structure:</b> Normal lung                                                                                                  |
| 1     | <b>Alveolar septa:</b> Isolated gentle fibrotic changes (septum $\leq 3\times$ thicker than normal)<br><b>Lung structure:</b> Alveoli partly enlarged and rarefied, but no fibrotic masses present                                      |
| 2     | <b>Alveolar septa:</b> Clearly fibrotic changes (septum $>3\times$ thicker than normal) with knot-like formation but not connected to each other<br><b>Lung structure:</b> Alveoli partly enlarged and rarefied, but no fibrotic masses |
| 3     | <b>Alveolar septa:</b> Contiguous fibrotic walls (septum $>3\times$ thicker than normal) predominantly in whole microscopic field<br><b>Lung structure:</b> Alveoli partly enlarged and rarefied, but no fibrotic masses                |
| 4     | <b>Alveolar septa:</b> Variable<br><b>Lung structure:</b> Single fibrotic masses ( $\leq 10\%$ of microscopic field)                                                                                                                    |
| 5     | <b>Alveolar septa:</b> Variable<br><b>Lung structure:</b> Confluent fibrotic masses ( $>10\%$ and $\leq 50\%$ of microscopic field). Lung structure severely damaged but still preserved                                                |
| 6     | <b>Alveolar septa:</b> Variable, mostly not existent<br><b>Lung structure:</b> Large contiguous fibrotic masses ( $>50\%$ of microscopic field). Lung architecture mostly not preserved                                                 |
| 7     | <b>Alveolar septa:</b> Non-existent<br><b>Lung structure:</b> Alveoli nearly obliterated with fibrous masses but still up to five air bubbles                                                                                           |
| 8     | <b>Alveolar septa:</b> Non-existent<br><b>Lung structure:</b> Microscopic field with complete obliteration with fibrotic masses                                                                                                         |

Figure S5 Tables summarizing the scaling description of inflammation (upper) and modified ashcroft (down) scores.

How the deposited data were processed for this re-analysis (not part of the article)

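RNA was sequenced from lungs of mice that had received no irradiation, a focal dose of 65 Gy or a focal dose of 75 Gy, at 2 and 6 weeks. The 17 libraries analysed here fall into 6 groups, with 3 libraries in each group except for 65 Gy at 6 weeks, which has 2. The authors trimmed the paired reads with Trimmomatic, aligned them to GRCm38.p6 with HISAT2 and estimated expression with StringTie. The values deposited are counts of reads per gene, as whole numbers, and they had not been normalized. The number of counts per library lay between 46764569 and 66797879, with a median of 57608149, so that a gene at 1 CPM had more than 10 counts in every library. The paper's Table 1 lists between 60530124 and 89558428 raw reads per library, from before trimming and alignment, and the values given here use the counts on genes. The third 65 Gy library of 6 weeks, the RT-qPCR measurements and the histology were not analysed here, and Metascape was not used here.

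The counts of all 17 libraries were fitted together in R 4.3.3 with edgeR 4.0.16, with 1 coefficient per group. The edgeR function filterByExpr with a minimum count of 10 and a minimum total count of 15 kept 22052 of the 45777 genes, and TMM factors scaled the libraries. Groups were compared with the quasi-likelihood F test, and p-values were adjusted by the method of Benjamini and Hochberg. A gene was called when its adjusted p was at most 0.05 and its absolute log2 fold change at least 1. The 8 comparisons were each dose against the controls of the same time, 75 Gy against 65 Gy at each time, the controls of 6 weeks against those of 2 weeks, and the effect of 75 Gy at 6 weeks against its effect at 2 weeks. The groups of the paper's Venn diagrams were formed from the calls of the first 4. No paired analysis was possible because each library has a number of its own and no number joins libraries of different groups.

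Principal components and Pearson correlations were computed from log2 CPM with a prior count of 2, and libraries were clustered by complete linkage. A library was counted as with its own status, or status and time, when it had the most common one of its cluster. The 22 lists of genes were written by hand to stand for terms that the paper names (inflammatory response, interferon-gamma, interferon-beta, p53 targets, mitotic cell cycle, extracellular matrix, arachidonic acid metabolism, immunoglobulin) and for cell types (neutrophil, B cell, plasma cell, lipid-laden macrophage, alveolar type 1, alveolar type 2, capillary endothelium, ciliated cell, erythroid, thymocyte, adipocyte, brown adipocyte, cardiac muscle, skeletal muscle). They were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01, and their overlap with the Venn groups with a one-sided Fisher's exact test over the genes tested, each with adjustment over 176 tests. Single values per library were compared with exact permutation tests. The effect of the controls that both doses share on the correlation of fold changes was estimated from 20 simulations without changed genes. Places of genes are those of GRCm38.p6.

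The model, the thresholds, the lists, the rule for naming genes and the alternatives listed here were set before the data were examined. The alternatives were no filter except 1 count, at least 10 counts in every library, the 21355 genes with the highest mean CPM, RLE and upper-quartile factors, edgeR's exact test, DESeq2 1.42.0 with its own size factors, only the libraries of the groups compared, an unadjusted p, no fold-change limit, fry and camera with an estimated correlation for the lists, another prior count, Spearman correlations and average linkage. Each library except the 2 of 65 Gy at 6 weeks was also left out in turn, and a range over the alternatives does not include these fits, whose values are given apart. Medians and means of lists without a library, those of 65 Gy at 6 weeks included, were added after the results were seen and are given as values without a test. Fisher's exact tests of 4 lists at 2 weeks with 1 library left out were also added then. Genes are named when the paper, its Figures S3 and S4 or the protein families of its Discussion name them, when they are among the 3 that rose most or the 3 that fell most in a comparison of an irradiated group with controls (called, with a mean of at least 1 log2 CPM and no overlap between the groups), or when they are among the 3 members of a list with the smallest p. Mcpt4, Arntl, Dbp, Hspa1a, Ifng and the genes called between the doses under single alternatives were chosen after their values were seen.

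The methods were tested on simulated data with 21616 genes, of which 200 had a 4-fold change. The quasi-likelihood test recovered 190 of them with 3 false calls among 193, edgeR's exact test 193 with 13 false calls among 206, and DESeq2 193 with 10 false calls among 203. Between groups without a difference they called 0, 7 and 4 genes. The simulation gave each gene the same spread in every group. In the data the biological coefficient of variation ran from 0.134 to 0.264 between groups. These numbers therefore do not measure false calls in groups with a larger spread, such as 75 Gy at 2 weeks. The test of a difference between effects recovered 177 of 200 genes. Camera, fry and Fisher's exact test each found both changed lists and 0 of 50 unchanged ones. GC content and length, used to test for bias, were those of the longest transcript of 19380 genes. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.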

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

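The comparison of the control groups between the times, and that of the effect of the higher dose between the times, belong to the main comparisons. These comparisons, the alternatives and the fits with a library left out were not chosen after their results were seen. All other tests in this part were chosen only after the result they concern was seen.

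The non-irradiated lungs of 6 and 2 weeks, between which the paper reports no test, differed in 127 genes (53 higher and 74 lower at 6 weeks), with 359 genes past the adjusted p alone and 3412 at an unadjusted p under 0.05. This drew attention because neither group was irradiated and every comparison with irradiated lungs uses them. Of the 10 splits of the 6 control libraries, 1 gave as many genes, the real one, and the largest of the others gave 1 gene, although 10 splits cannot show a share under 0.1. The count fell to 58, 61 and 62 without libraries 3135, 3136 and 3137 of 6 weeks and to 70 without 3126 of 2 weeks, and reached at most 133. After the trend with GC content and transcript length was removed from each library, 124 of the 127 genes were called again (141 called), and with every library thinned to the smallest total, 107 were (119 called). Both values argue against those biases as the whole cause. Of the 127 genes, 111 changed the same way between the 65 Gy groups of 2 and 6 weeks and 114 between the 75 Gy groups, where chance gives 63.5 if genes move independently. Genes that move together are not independent replicates, so this argues only weakly against a chance difference between the 6 control libraries. What stays open is anything that differed between the times for every group, such as age, the hour of collection or the handling of the lungs, since the design joins these to time.

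Among these genes was Arntl (chosen, like the others named in this part, after its values were seen), with 37.8 ± 4.64 CPM (SD, n = 3) in the controls of 2 weeks and 7.18 ± 0.424 CPM (SD, n = 3) in those of 6 weeks, a log2 fold change of -2.40 (SE 0.13, adjusted p = 1.87e-07). Irradiated libraries held from 18.7 to 28.8 CPM of Arntl at 2 weeks and from 7.65 to 9.76 CPM at 6 weeks. Dbp rose from 15.9 ± 12.2 to 159 ± 15.9 CPM (SD, n = 3 each; log2 fold change 3.32, SE 0.49, adjusted p = 0.00381, up to 0.0714 in the alternatives). A shared shift of the circadian clock with the day or hour of collection is a candidate explanation for this part. In a list of 19 clock genes with the direction that such a shift gives each of them, 18 moved that way between the controls (median 1.37 on the log2 scale), 16 between the 75 Gy groups (0.71) and 18 between the 65 Gy groups (0.63). Of the 11 clock genes not called between the controls, 10 moved that way between the 65 Gy groups, whose libraries had no part in the comparison, with a median of 0.43 (exact sign test, p = 0.0117). Between the 75 Gy groups, which also had no part in it, 9 did, with a median of 0.59 (exact sign test, p = 0.0654). The list was written after Arntl and Dbp had been seen. The sign tests count genes as independent, which members of such a list are not, so their p may be too small.

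Heat shock genes were the other group that stood out. Hspa1a had a log2 fold change of -3.09 between the controls (SE 0.44, adjusted p = 0.00297, up to 0.0773 in the alternatives), with 152 CPM in control library 3127 of 2 weeks and 26.1 CPM in 3128, and -2.58 without 3127. All 12 genes of a heat shock list were lower at 6 weeks in the controls, by a median of 1.17 on the log2 scale when a fall is counted as positive, and 11 were lower in each irradiated group (0.36 at 75 Gy and 0.40 at 65 Gy). Of the 5 that were not called between the controls, 4 fell between the 65 Gy groups, with a median of 0.22 counted the same way (exact sign test, p = 0.375), and 4 between the 75 Gy groups, with a median of 0.35 (p = 0.375). With so few genes, a difference in handling between the days of collection cannot be told apart from other effects of time. Reads shared between Hspa1a and its paralog were not tested.

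The effect of 75 Gy differed between 6 and 2 weeks in 56 genes by a test of the difference itself (47 with the higher value at 6 weeks and 9 with the lower, smallest adjusted p 0.00431), and 3543 genes had an unadjusted p under 0.05. This drew attention because a gene called at 1 stage alone is not thereby shown to differ between the stages. The 6 libraries of 75 Gy and the 6 controls were each divided again into times in 100 splits, of which 2, the real one included, gave as many genes. The other gave 139, and it kept the 75 Gy libraries at their times and exchanged 1 control of each time. This argues against a chance division of the 75 Gy libraries and leaves the count dependent on the controls. The count was 29 without library 3142 or 3143, 30 without 3135 or 3136, 31 without 3126, 92 without 3141 and 104 without 3132. After removal of the trend with GC content and length, 49 of the 56 genes were called again (66 called), and with libraries thinned to one depth 51 were (53 called), so neither is the whole cause. Of the 56 genes, 48 changed between the 65 Gy groups of 2 and 6 weeks in the direction of the 75 Gy difference, where chance gives 28 if genes move independently, and 49 changed more between the 75 Gy groups than between the control groups. This argues against a shift of the control libraries alone, although genes that move together weaken it and 7 of the genes were also called between the controls. A dependence of the radiation effect on time stays open as a hypothesis, beside anything else that differed between the days of collection. Irradiation moved 35 of the 56 genes in opposite directions at 2 and 6 weeks. Among them was Mcpt4 (4.25, SE 0.61, adjusted p = 0.00865, from 1.11e-08 to 0.028 in the alternatives), with 0.425 ± 0.303 CPM (SD, n = 3) at 75 Gy and 2 weeks and 5.39 ± 0.476 CPM (SD, n = 3) at 6 weeks, against 1.15 and 0.764 CPM in the controls. Of the 56, 11 are immunoglobulin segment genes, for which reads shared between segments were not tested.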

How the results depend on the processing

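No test in this part was chosen after the results were seen. Outside the fits that left out 1 library, 896 values of single genes, lists and overlaps kept their direction and their side of the threshold, and 98 did not (75 became weaker and 23 stronger). In those fits 722 kept both, 60 became weaker, 17 stronger and 8 reversed. Of the counts, shares and correlations that answer a comparison, 221 stayed within their limits under the other settings, where 52 moved and 1 reversed, and 215 with 1 library left out, where 27 moved and 1 reversed. The cause of the changes listed here was not tested, except where the setting's construction gives it.

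Without the fold-change limit, which can only add genes to a comparison, the DEGs of 75 Gy became 4922 at 2 weeks and 7935 at 6 weeks (3963 higher and 3972 lower), those of 65 Gy 2422 and 3234, and those between the controls 359. The genes called at both stages after 75 Gy became 3357, at 2 weeks alone 1565, at 6 weeks alone 4578, and in all 4 comparisons 1267, with 989 2w75sDEGs, 3662 6w75sDEGs, 520 IintDEGs and 850 FintDEGs. With an unadjusted p in place of the adjusted one, which also only adds genes to a comparison, there were 1560 DEGs at 65 Gy and 2 weeks, 287 and 259 between the doses at 2 and 6 weeks, 583 between the controls, 978 for the difference of the effects of 75 Gy, and 384 IintDEGs.

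A fit of only the libraries of the groups compared gave 834 DEGs at 75 Gy and 2 weeks, 820 of which are among the 1707 of the fit of all libraries. It gave 32 between the controls, 548 at both stages, 286 at 2 weeks alone, 126 2w75sDEGs, 128 IintDEGs and 550 FintDEGs, 1 gene between the doses at 6 weeks (Gm4788), a correlation of 0.888 between the fold changes of the doses at 6 weeks, and an excess of 75 Gy over 65 Gy at 2 weeks of -39, reversed from 747. Such a fit estimates the spread from fewer libraries, and whether this is the cause was not tested. The biological coefficient of variation was 0.264 and 0.214 in the 75 Gy and control libraries of 2 weeks and at most 0.171 in other groups. A spread shared by all groups may thus be too small for 75 Gy at 2 weeks and call too many genes. For 75 Gy at 6 weeks, the fit of only the groups compared gave 2322 genes against 2297.

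Other tests gave more genes. The exact test called 6 genes between the doses at 2 weeks and 11 at 6 weeks, and 238 between the controls. DESeq2 called 7, 14 and 221, and 299 for the difference of the effects of 75 Gy, of which 68.2% were higher at 6 weeks against 83.9% in the main comparison, while the median of all genes moved by less than 0.1 on the log2 scale under every scaling. Of its calls between the doses, 57.1% and 64.3% were higher at 75 Gy. Both tests called Ear2 (log2 fold change 1.22) and Ccl12 (1.52 and 1.53) as higher at 75 Gy, and Arhgap36 and Gm41738 as lower, at 2 weeks. At 6 weeks both called Cd209a as higher, Marco and Krt79 as lower, and 7 immunoglobulin segments in either direction. On the simulated data without a difference, with the same spread in every group, these tests called 7 and 4 genes, and the quasi-likelihood test 0.

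With no filter except 1 count, 1 gene was called between the doses at 6 weeks (Ighv1-71), the correlation between the fold changes of the doses was 0.605 at 2 weeks and 0.564 at 6 weeks, and the shares of PC1 and PC2 were 31.7% and 14.0%. With at least 10 counts in every library the correlation at 6 weeks was 0.912, and the DEGs numbered 1258 and 1636 at 75 Gy and 722 and 864 at 65 Gy at 2 and 6 weeks, against 1707, 2297, 960 and 1164, all within 1.5 times. Genes with few counts have noisy fold changes, which bears on the correlations, although this was not tested. With the 21355 genes of highest mean CPM, 1 gene (Gm41738) was called between the doses at 2 weeks, the correlation at 6 weeks was 0.859 and PC1 held 40.4%. With a smaller prior count PC1 held 34.1% and PC2 13.2%, and 8 of 12 libraries were with their own status and time in 4 clusters, as with Spearman correlations (8). Spearman correlations also gave 11 of 17 libraries with their own status in 2 clusters, the least that this count can be. Average linkage gave 14 of 17 with their own status and time in 4. Of the list tests, fry gave 55 past an adjusted p of 0.05 and camera with an estimated correlation 8, against 103.

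Over the fits that each left out 1 library, the DEGs of 75 Gy at 2 weeks numbered from 1097 (without 3134) to 2053, the genes called at 2 weeks alone from 363 (3134) to 991, the 2w75sDEGs from 163 (3134) to 718 (3133) and the 6w75sDEGs from 591 (3143) to 1207. Between the doses, 0 to 1 genes were called at 2 weeks (4930506C21Rik without 3131, Apoe without 3132) and 0 to 2 at 6 weeks (Nectin1 without 3141, Ighv1-71 and Igkv8-24 without 3143). The genes between the controls numbered from 58 (3135) to 133, and those of the difference of the effects of 75 Gy from 29 (3142 or 3143) to 104 (3132). The excess of 6 over 2 weeks at 65 Gy lay between -59 (3136) and 450. The correlation of the fold changes of the doses lay between 0.786 (3133) and 0.887 at 2 weeks and between 0.799 (3143) and 0.861 at 6 weeks. At 65 Gy and 2 weeks, the log2 fold change of Adipoq lay between -3.19 (3129) and 0.016 (3130), of Car3 between -3.46 (3129) and 0.043 (3130, with 0.030 without 3131), and of Plin1 between -2.16 (3129) and 1.01. That of Il4 at 75 Gy lay between -0.88 (3132) and 0.17 (3133) at 2 weeks and between -0.16 (3137, and 3143 with the same rounded value) and 0.27 (3135) at 6 weeks. The adjusted p of the interferon-gamma list between the doses at 2 weeks lay between 1.46e-26 and 0.303, where it reversed without 3134. The fits that leave out 1 library cannot separate a technical fault of that library from a difference between animals.

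The exact test gave no value for the difference of the effects, DESeq2 gave no adjusted p for Adipoq and Car3, and no library was left out of the 65 Gy group of 6 weeks, which has 2. With 2 or 3 libraries per group, no exact permutation test between a pair of groups at one time can go below a p of 0.1. Depth limits genes such as Il4, at 0.257 CPM in controls, for which a small change was not detectable.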

Differences from the paper's values

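No test in this part was chosen after the results were seen, except that the lists of 2 weeks were tested with 1 library left out afterwards. For 75 Gy at 2 weeks, the text of the paper gives 1023 DEGs, of which 742 rose and 281 fell, against 1707, 1250 and 457 here. The alternatives set before the data were examined that came within 1.5 times the paper's total were at least 10 counts in every library (1258) and a fit of only the groups compared (834), and the fits without library 3127 (1483) and without 3134 (1097). For the genes that rose, these were the same settings, with 883, 654, 1105 and 846. For those that fell, they were at least 10 counts in every library (375), no filter except 1 count (400), and the fits without 3127 (378), 3128 (376) and 3134 (251). Upper-quartile factors (437) and a fit of only the groups compared (180) lay farther than 1.5 times from the 281 of the paper, but within the SD of 160.3 between the fits that left out 1 library. The other alternatives did not close these gaps.

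For 75 Gy at 6 weeks, the text of the paper gives 1305 DEGs, of which 992 rose and 313 fell, against 2297, 1606 and 691 here. The total came within 1.5 times the paper's with at least 10 counts in every library (1636) and without library 3142 (1900) or 3143 (1777). The number that rose did so with at least 10 counts in every library (1050) and without 3135 (1451), 3136 (1359), 3142 (1346) or 3143 (1290). No alternative set before the data were examined closed the gap for the genes that fell, and the remaining alternatives did not close the others.

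The paper's Figure S1b shows other numbers, about 1400 DEGs at 2 weeks and about 2100 at 6 weeks for 75 Gy and about 1000 and about 1300 for 65 Gy (Figure S1b, read by eye), from which 1707, 2297, 960 and 1164 here differ by less than 1.5 times. The numbers that the paper's text gives for 75 Gy lie near the bars of Figure S1b for 65 Gy. The paper's Venn diagram has 850 genes at both stages, 573 at 2 weeks alone and 1290 at 6 weeks alone, against 982, 725 and 1315 here, within 1.5 times of each other. At each time, the genes at both stages and those at that time alone add up to more than the paper's text gives for 75 Gy. The text and the Venn diagram of the paper thus conflict, and the gaps to the text's numbers may not be gaps to the paper's calls.

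The paper names Adipoq, Car3 and Plin1 among the genes that changed most at 75 Gy and 2 weeks alone. Here they were not called, with an adjusted p of 0.0531, 0.0804 and 0.0633. Settings that called Adipoq were at least 10 counts in every library (0.0467), the exact test (0.0181) and a fit of only the groups compared (0.033), within a range of the alternatives from 0.0181 to 0.0602, and the fit without library 3133 (0.0343). The exact test (0.0389) called Car3, in a range up to 0.095, as did the fit without 3133 (0.0396). Plin1 was called by the exact test (0.0209), DESeq2 (0.025) and a fit of only the groups compared (0.00659), in a range up to 0.076. Without library 3134 the adjusted p was 0.161, 0.202 and 0.137. With an unadjusted p all 3 were called. The legend of Figure S4 names stricter limits for the adjusted p and the fold change than the methods. None of the 7 genes of that figure reached them in the fit of all libraries, where the smallest adjusted p was 0.00104, for LOC115490151. A730056A06Rik reached them with the exact test (8.08e-05) and DESeq2 (0.000501), and LOC115490151 with no filter except 1 count (0.000966), at least 10 counts in every library (0.000663), the exact test (2.49e-06) and DESeq2 (3.98e-06). The other 5 reached them in no setting that was run.

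The paper describes the control lungs as sub-clustered by time. In the tree of 12 libraries with 4 clusters the 6 controls shared 1 cluster, and 9 of 12 libraries were with their own status and time. Over 17 libraries the number was 11, and at most 14, with average linkage.

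The paper reports cell division among the terms of the inflammation stage. The mitotic list was also past the threshold at 6 weeks, with 25 of its 70 genes called at 75 Gy (7.29 expected, adjusted p = 6.47e-08 from Fisher's exact test) and 16 at 65 Gy (3.70 expected, adjusted p = 2.01e-06).

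The paper states that terms at 2 weeks were enriched more strongly at 75 Gy than at 65 Gy. By the same test on the called genes, this was so for the interferon-gamma list (adjusted p = 2.16e-21 against 0.125) and the interferon-beta list (22 genes called, 4.94e-13, against 14 genes, 9.41e-09). Without library 3134, 10 genes of the interferon-gamma list were called at 75 Gy and 8 at 65 Gy, and 12 and 15 of the interferon-beta list, so that the difference nearly closed for the first (adjusted p = 0.000467 against 0.00771) and was reversed for the second (3.32e-06 against 5.83e-09). Its mean log2 CPM over the interferon-beta list was 6.12, against 5.22 and 5.15 in the other 75 Gy libraries and 5.32 to 5.44 at 65 Gy. With all libraries the p-value was not smaller at 75 Gy for the inflammatory list (1.24e-35 against 7.64e-41), of which 43 genes were among the 1707 called at 75 Gy and 40 among the 960 at 65 Gy. This order depends on single libraries. Without any 1 of the 3 controls or of the 3 libraries of 65 Gy it was reversed, with 42 to 44 genes called at 75 Gy and 34, 28 and 26 at 65 Gy without controls 3126, 3127 and 3128, and 25, 31 and 30 without 3129, 3130 and 3131 (adjusted p = 1.19e-35 against 3.07e-22 without 3129). Whether this list was enriched more strongly at 75 Gy stays open. For the mitotic list the p-value was not smaller at 75 Gy (2.94e-53 against 1.04e-67, with 59 of 70 genes called at each dose), which held with any 1 library of 2 weeks left out. The interferon-gamma genes among the 2w75sDEGs, which the paper describes as exclusive to that group, numbered 18 with all libraries and 0 without library 3134.

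The paper reports arachidonic acid metabolism among the 6w75sDEGs, with Alox8 and Pla2g4c. Of the list of 47 genes, 2 were in that group (2.04 expected). Alox8 (adjusted p = 0.173) was called in no alternative run, where the adjusted p lay between 0.0918 and 0.225. Pla2g4c (0.129, up to 0.158 in the alternatives) was called in the fit of only the groups compared (0.00963). Il4, which the Discussion lists with its associated proteins among those that DEGs encode, was not called at either time or in any alternative, with an adjusted p of 0.856 and 0.976.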

Other observations

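The tests of a smaller share of adipocytes, a smaller share of cardiac muscle, more plasma cells and the spread between libraries were set before their results were seen, and those of single libraries, of correlations from library to library and of other splits were chosen only after the result was seen.

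Other splits of the libraries of both groups gave fewer genes than the real one for 3 counts, with 1 of 10 splits as large, the real one. These were 75 Gy at 2 weeks (at most 112 genes in another split), 75 Gy at 6 weeks (0) and 65 Gy at 2 weeks (1). For 75 Gy against 65 Gy at 2 weeks, all 10 of 10 splits were as large as the real count of 0, which no split could fall below, so this says nothing about the doses. By the number with an unadjusted p under 0.05, 1570 in the real one, 5 of 10 splits were as large, and by the number of lists past an adjusted p of 0.05 with camera, 11 in the real one, 9 of 10 were. By the same number of lists, 2 of 10 splits were as large for 75 Gy at 2 weeks, 1 for 75 Gy at 6 weeks, 4 for 65 Gy at 2 weeks and 5 for the controls of 6 against 2 weeks. In the splits of irradiated with control libraries, 2 libraries of a group still stand against 1, so these numbers are no measure of false calls alone. The difference between the doses in the number of DEGs at 2 weeks was as large in 5 of 10 splits, with 896 as the largest and 669 as the median of the others. Splits of 3 libraries against 3 cannot show a share under 0.1.

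More genes were called at 75 Gy than at 65 Gy, and a larger spread or fewer libraries at 65 Gy was tested as a reason. At 6 weeks the log2 fold change at 75 Gy exceeded that at 65 Gy by a median of 0.25 over the genes called from the mean of both doses (0.21 to 0.37 with any 1 control or 75 Gy library of 6 weeks left out, and 0.26 over the same genes without either 65 Gy library), and a fit with 2 of the 3 libraries of 75 Gy still called at least 1777 genes against 1164 at 65 Gy. Both argue against spread or number of libraries as the whole cause at 6 weeks. They stay open as a part of it, since the quasi-likelihood test of all libraries called 0 genes between the doses at 6 weeks. In that test 1431 genes had an unadjusted p under 0.05, while the exact test called 11 genes and DESeq2 14. At 2 weeks, a single library is a candidate explanation. The excess of 747 genes fell to 4 without library 3134, and lay as high as 1099 without another library. The 18 interferon-gamma genes among the 2w75sDEGs fell to 0 without 3134. These values are consistent with library 3134 as the source of both differences at 2 weeks. Whether that animal reacted more strongly to 75 Gy, or its sample differed for a technical reason, was not tested, because the group has 3 animals and no other measurement of them was analysed here.

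The fall of Adipoq, Car3 and Plin1 at 75 Gy and 2 weeks may reflect a smaller share of adipocytes in these samples. The other 22 members of the adipocyte list had a median log2 fold change of -0.40, with 16 of them lower, which does not decide it, and this explanation cannot be told apart from a change within cells. From library to library the picture was closer. Over the 11 control and 65 Gy libraries, each group centred, the mean of the 3 genes followed that of the other members with r = 0.991 (permutation of libraries within groups, p = 0.0123) and rho = 0.982 (p = 0.0245), and with r = 0.984 without library 3129 (p = 0.0363) and 0.975 without 3129 and 3137. This is consistent with a share of adipocytes that varies between lungs at any dose. The 19 members that followed the 3 genes with r above 0.5 had a median of -0.72 at 75 Gy and 2 weeks (15 lower) and of 0.35 at 65 Gy, which was -0.48 without 3129, and the other members had a median of 0.12 at 75 Gy. Over all 25 genes of the list, camera gave an adjusted p of 0.0155 (median -0.72, 6 genes higher), which was 0.0901 without library 3134 (median -0.48) and ranged from 0.00184 to 0.722 in the alternatives. Against 65 Gy it gave 3.95e-09 (median -1.11, 3 genes higher), which was 0.351 without 3129 (median 0.03) and up to 0.402 in the alternatives. The most abundant genes of the list were Fasn (957 CPM in controls, 1355 at 65 Gy and 1064 at 75 Gy at 2 weeks), Acaca (135, 142 and 114 CPM) and Lipe (54.7, 45.8 and 46.5 CPM), and these are not specific to adipocytes. Of the 25 genes, 11 were at 10 CPM or more in control lungs, 2 are in another list and 4 are named by the paper. At 6 weeks the mean of the list was 0.43 higher at 75 Gy than at 65 Gy (2-sided exact permutation test, p = 0.2). The 7 genes of the brown adipocyte list had medians of -0.29 at 2 weeks (2 higher, adjusted p = 0.384, and from -0.58 without 3133 to -0.14 without 3127) and 0.87 at 6 weeks (6 higher, adjusted p = 0.273, with 0.0279 from fry as the lowest of the alternatives) after 75 Gy.

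Lrrc10, a cardiac gene, fell at 75 Gy and 2 weeks, and so did 28 of the 29 other members of the cardiac muscle list, with a median of -1.01. This is consistent with a smaller share of cardiac muscle, such as that of the pulmonary veins, in the 75 Gy samples of 2 weeks. Within the control and 65 Gy groups, Lrrc10 followed the other members with r = 0.761 (permutation of libraries within groups, p = 0.0674). For all 30 genes camera gave an adjusted p of 3.5e-06 at 2 weeks (median -1.03, 1 gene higher, and -1.63 without 3133) and fry 0.102. At 6 weeks the direction was the opposite, with a median of 0.98 and 30 of 30 genes higher (camera adjusted p = 0.000521, fry 0.099). Control library 3137 had a mean log2 CPM of 3.60 over the list, against 1.99 and 1.46 in the other controls of 6 weeks, and without it the median was 1.88, and 0.60 without 3136. Without 3137 the camera adjusted p was 1.42e-12, in a range of the alternatives from 1.56e-05 to 0.652. The mean of the list at 75 Gy relative to 65 Gy was -0.75 at 2 weeks (2-sided exact permutation test, p = 0.3), which was -0.35 without 3134 and -1.24 without 3133, and 0.97 at 6 weeks (p = 0.1, the smallest possible). Among the 6w75sDEGs were 6 of the 30 genes (1.30 expected, adjusted p = 0.0083 from Fisher's exact test, from 0.000816 to 0.124 in the alternatives). The most abundant genes were Myh6, with 165 ± 31.2 CPM (SD, n = 3) in controls and 67.4 ± 56.9 CPM (SD, n = 3) at 75 Gy at 2 weeks, Actc1 (80.4 and 28.5 CPM at 2 weeks, 79.5 and 101 CPM at 6 weeks) and Myl4 (34.5 and 15.1 CPM, 30.6 and 67.6 CPM). Of the 30 genes, 10 were at 10 CPM or more in control lungs, 0 are in another list and 1, Lrrc10, is named by the paper. How much of the heart or large vessels each sample held was not measured. The skeletal muscle list (15 genes) had medians of 0.05 at 2 weeks (8 higher, adjusted p = 0.639, and from -0.16 without 3133 to 0.34 without 3134) and 0.99 at 6 weeks (13 higher, adjusted p = 0.063, from 0.00144 with fry to 0.344 in the alternatives and 0.0319 without 3137).

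Immunoglobulin genes rose at 6 weeks, and more plasma cells in the irradiated lungs are a candidate source. The plasma cell list holds no immunoglobulin gene. It had a median log2 fold change of 0.85 at 75 Gy and 0.70 at 65 Gy at 6 weeks, with 12 of 14 genes higher at each dose (camera adjusted p = 0.0161 and 0.00517, fry 0.0142 and 0.0279), and up to 0.546 and 0.468 with an estimated correlation. The median at 65 Gy was 0.27 without library 3138. Among the 6w75sDEGs were 4 of its genes (0.608 expected, adjusted p = 0.0122 from Fisher's exact test). Its most abundant genes were Sdc1, with 282 ± 13.7 CPM (SD, n = 3) in controls, 353 ± 21.2 CPM (SD, n = 3) at 75 Gy and 363 CPM at 65 Gy, Txndc5 (202, 223 and 235 CPM) and Xbp1 (172 ± 10.3, 207 ± 31.9 and 210 CPM), all of which lung cells of other types also express. Of the 14 genes, 7 were at 10 CPM or more in control lungs, 0 are in another list and 0 are named by the paper. The B cell list fell instead, with medians of -0.79 at 2 weeks (1 of 14 genes higher, camera adjusted p = 5.11e-05) and -0.83 at 6 weeks (0 of 14 higher, adjusted p = 0.000104, median -0.52 without control library 3135) after 75 Gy, both of which held with fry.

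Other lists of cell-type genes are given as values, without an explanation having been tested. The capillary endothelium list (25 genes) was lower in each comparison with controls, with medians of -0.96 and -1.30 after 75 Gy and -0.86 and -0.89 after 65 Gy at 2 and 6 weeks, at most 2 genes higher, and a camera adjusted p of at most 6.25e-12, which held with fry. At 2 weeks, library 3134 held a mean log2 CPM of 6.45 over this list, against 7.67 and 7.46 in the other 75 Gy libraries. The controls of 2 weeks held 8.09 to 8.23, so each 75 Gy library was lower, and 3134 by the most. The alveolar type 1 list (18 genes) had medians of -0.48 (3 higher, adjusted p = 0.000152) and -0.65 (1 higher, adjusted p = 3.42e-07) after 75 Gy. Its mean log2 CPM at 2 weeks was 8.23 in library 3134, 8.82 and 8.67 in the other 75 Gy libraries, and 8.90 to 9.01 in the controls. The alveolar type 2 list (19 genes) had medians of 0.03 at 2 weeks (12 higher, adjusted p = 0.0513, and from -0.15 without 3132 to 0.18 without 3126) and 0.51 at 6 weeks (15 higher, adjusted p = 0.000152), and its adjusted p at 2 weeks was 0.0102, 0.0324 and 0.00205 without 3126, 3128 and 3134. The neutrophil list at 65 Gy had medians of -1.79 at 2 weeks (4 of 21 higher, adjusted p = 8.14e-06) and -1.12 at 6 weeks (2 higher, adjusted p = 0.035), where it was 0.235 without 3135 (median -0.38, 8 higher) and reached 0.614 in the alternatives. At 2 weeks, control library 3126 held a mean log2 CPM of 3.88 over this list, against 2.81 and 2.66 in the other controls. The 65 Gy libraries of 2 weeks held 1.76 to 2.43. The erythroid list (10 genes) had medians of 0.07 at 2 weeks (6 higher, adjusted p = 0.342, and 0.00501 without 3132 with a median of -0.75) and -0.99 at 6 weeks (0 higher, adjusted p = 0.00819, from 0.00148 to 0.601 in the alternatives) after 75 Gy. The ciliated cell list (20 genes) had medians of -0.04 (8 higher, adjusted p = 0.49, and from -0.15 without 3133 to 0.11 without 3127) and 0.39 (13 higher, adjusted p = 0.124, and 0.0466 and 0.008 without 3137 and 3141, with a median of 0.23 without 3143), and the thymocyte list (6 genes) of 0.25 (5 higher, adjusted p = 0.61, and -0.09 without 3134) and -0.48 (2 higher, adjusted p = 0.501, and -0.25 without 3135).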
